# The cytoplasmic poly(A) polymerases GLD-2 and GLD-4 promote general gene expression via distinct mechanisms

**DOI:** 10.1093/nar/gku838

**Published:** 2014-09-12

**Authors:** Marco Nousch, Assa Yeroslaviz, Bianca Habermann, Christian R. Eckmann

## Abstract

Post-transcriptional gene regulation mechanisms decide on cellular mRNA activities. Essential gatekeepers of post-transcriptional mRNA regulation are broadly conserved mRNA-modifying enzymes, such as cytoplasmic poly(A) polymerases (cytoPAPs). Although these non-canonical nucleotidyltransferases efficiently elongate mRNA poly(A) tails in artificial tethering assays, we still know little about their global impact on poly(A) metabolism and their individual molecular roles in promoting protein production in organisms. Here, we use the animal model *Caenorhabditis elegans* to investigate the global mechanisms of two germline-enriched cytoPAPs, GLD-2 and GLD-4, by combining polysome profiling with RNA sequencing. Our analyses suggest that GLD-2 activity mediates mRNA stability of many translationally repressed mRNAs. This correlates with a general shortening of long poly(A) tails in *gld-2*-compromised animals, suggesting that most if not all targets are stabilized via robust GLD-2-mediated polyadenylation. By contrast, only mild polyadenylation defects are found in *gld-4*-compromised animals and few mRNAs change in abundance. Interestingly, we detect a reduced number of polysomes in *gld-4* mutants and GLD-4 protein co-sediments with polysomes, which together suggest that GLD-4 might stimulate or maintain translation directly. Our combined data show that distinct cytoPAPs employ different RNA-regulatory mechanisms to promote gene expression, offering new insights into translational activation of mRNAs.

## INTRODUCTION

One of the unifying features of living organisms is their ability to regulate gene expression programs. Prior to protein production, many regulatory possibilities exist that operate at the transcriptional or post-transcriptional level, which are mediated by mechanisms that target DNA or RNA, respectively. The global importance of these two distinct regulatory modes appears to differ between tissues. Many somatic cell types primarily use transcriptional control mechanisms, whereas numerous examples in neurons and germ cells highlight a prevalence of post-transcriptional control mechanisms. However, the underlying functional mechanisms and their contribution to the global level of post-transcriptional gene expression regulation remain to be determined.

Messenger RNAs (mRNAs) mature in the nucleus and serve as templates for ribosome-mediated protein synthesis in the cytoplasm. However, mRNAs subjected to post-transcriptional control are withheld from entering the translational pool via targeted degradation or translational repression. Although both processes result in the down-regulation of protein levels, they are mechanistically distinct: mRNA degradation results in the final destruction of the mRNA template and is irreversible; translational repression stabilizes the target and is reversed in a process termed translational activation. Due to the flexibility of translational control, mRNA repression and activation mechanisms provide an immediate mode of gene expression regulation in dynamic biological systems.

An mRNA intrinsic feature that registers repressive and active translational control mechanisms is its poly(A) tail. Originally added in the nucleus (1), this homopolymer of adenosines at the 3′end is subject to distinct length changes influencing cytoplasmic mRNA fates. Especially in animals, poly(A) tail shortening is a key step in the mRNA decay pathway (2), establishing a clear relationship between longer poly(A) tail lengths and increased stability. Poly(A) tail length is also correlated with translational efficiency. Longer poly(A) tails enhance protein synthesis in many *in vitro* translation extracts (3). Furthermore, in developmental contexts gene expression regulation is strongly connected to poly(A) tail extension. For example, during early *Drosophila* embryogenesis or *Xenopus* oocyte maturation, gene-specific poly(A) shortening or elongation correlates with the protein amounts needed in the following developmental stage (4,5). This leads to the generalization that mRNAs with long poly(A) tails are better translated than short ones. However, no global correlation between poly(A) tail length and translation efficiency is observed in somatic tissue culture systems or during late stages of embryonic development (6). Only during early developmental stages, when transcriptional regulation is not present yet, a strong correlation between long poly(A) tails and high translational efficiency is detected (6). This suggests that global mechanisms of gene expression regulation, involving mRNA poly(A) tail-length changes, are best revealed in systems where post-transcriptional control is the dominant mode of gene expression.

Cytoplasmic poly(A) polymerases (cytoPAPs) represent a class of enzymes that are proposed to post-transcriptionally elongated poly(A) tails of mRNAs. Two cytoPAPs have been described so far in animals, GLD-2 and GLD-4 (7–9). Both proteins belong to two distinct, evolutionary conserved protein families of non-canonical nucleotidyltransferases that contain no sequence homology outside their enzymatic regions (10) (Figure 1A and B). Moreover, both lack predictable RNA-binding domains and, therefore, are hypothesized to rely on interactions with RNA-binding proteins to establish efficient contact with mRNA targets (7,8). For GLD-2, strong polyadenylation activity has been detected in tethering assays when probing the nematode, fly, frog and mammalian homologs (11,12). For GLD-4, only the enzyme of the nematode *Caenorhabditis elegans* was tested in such an assay; polyadenylation depended on its intact nucleotidytransferase domain and required the species-specific co-factor, GLS-1 (8). The *in vivo* function of either GLD-2 or GLD-4 as cytoplasmic poly(A) polymerases is apparent from the polyadenylation defects of specific mRNA targets in the corresponding mutants or RNAi-mediated knockdowns (9,13–19). Although it was recently suggested that GLD-2 might target numerous mRNAs in *C. elegans* and *Drosophila melanogaster* (14,18), very few mRNA targets have been reported for *C. elegans* and human GLD-4 (8,9,15,19). The global role(s) and functional mechanism(s) of either cytoPAP still remain(s) unclear.

**Figure 1.**
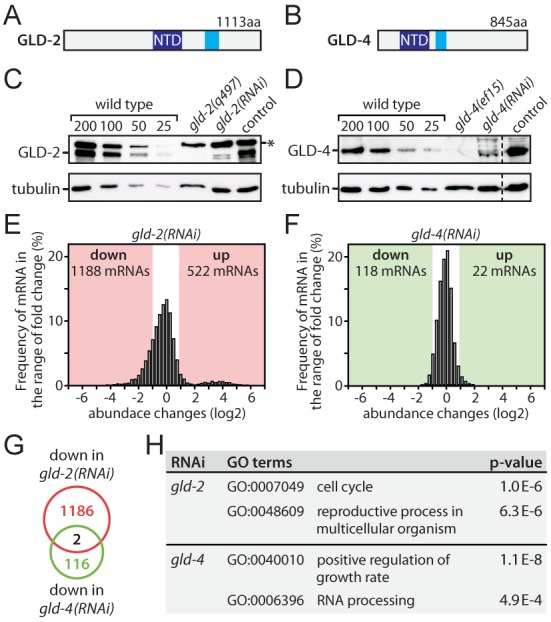
*gld-2* but not *gld-4* promotes mRNA abundance. (**A** and **B**) Domain structure of GLD-2 and GLD-4 proteins: dark blue–nucleotidyl transferase domain (NTD), light blue–poly(A) polymerase-associated domain. (**C** and **D**) Western blot analysis of protein levels in RNAi-treated adults. The asterisk marks a non-specific background band. Representative images are shown (n = 3). (**E** and **F**) mRNA abundance changes in RNAi-treated animals. All detectable 7649 genes are shown and the number of significant abundance changes is indicated. (**G**) The overlap of down-regulated genes between *gld-2(RNAi)* and *gld-4(RNAi)* is shown. (**H**) A GO-term analysis for *gld-2(RNAi)* and *gld-4(RNAi)* down-regulated genes was conducted and two representative categories are shown for each.

In this work, we address the role of *C. elegans* GLD-2 and GLD-4 in global mRNA regulation. We combine polysome profiling with RNA sequencing to identify GLD-2- and GLD-4-dependent changes in mRNA abundance and translation. We find that GLD-2 primarily stabilizes mRNAs that are translationally repressed. Furthermore, GLD-2 strongly promotes bulk polyadenylation. Surprisingly, these functions of GLD-2 seem to have little impact on stimulating efficient target mRNA translation. By contrast, we find that GLD-4 promotes bulk polyadenylation only mildly and has no major role in promoting general mRNA stability. However, GLD-4 is needed for efficient polysome formation and general mRNA translation. Taken together, our data indicate that GLD-2 and GLD-4 use two distinct mechanisms to promote gene expression in germ cells.

## MATERIALS AND METHODS

### Strains and RNAi feeding

Worms were handled according to standard procedures and grown at 20°C unless otherwise stated (20). Mutations used in this study: LG *I*: *gld-2(q497)*, *gld-4(ef15)*, *gls-1(ef8)*, LG *III*: *glp-1(q224ts)*. With the exception of the *glp-1* mutation, all others were kept as heterozygotes over the *hT2[qIs48] I;III* balancer and homozygote F1 progeny was analyzed. Bristol N2 served as the reference wild-type strain. For all analysis, we synchronized L1 animals by starvation and harvested them after growing on feeding plates 24 h after the mid-L4 stage. The feeding constructs against *ccr-4*, *ccf-1*, *gld-4* and *fem-3* were described previously (8,21,22). The empty pL4440 vector represented control RNAi. The plasmids were transformed into HT115(DE) *Escherichia coli* cells and double-stranded RNA production was induced with IPTG according to standard methods.

### Immunoblotting and antibodies

Primary antibodies against the following proteins were used: anti-GLD-2 (19), anti-GLD-4 (8), anti-α-tubulin (T5168, Sigma), rabbit anti-GLS-1 (22), anti-eIF2α (23) and anti-GST (MPI-CBG, antibody facility). Polyclonal antibodies against the two similar proteins PAB-1 and PAB-2 were generated by immunizing rabbits with a recombinant GST-tagged fusion peptide of PAB-2 (aa 517 to 692). The serum's specificity and cross-reactivity was verified by comparing *pab-1(RNAi)* or *pab-2(ok1851)* mutant extracts with that of wild-type. Horseradish peroxidase-conjugated secondary antibodies were purchased from Jackson ImmunoResearch.

### Sucrose gradient centrifugation

Whole worm extracts were prepared from age-matched adult worms as previously described (24). Equal amounts of total cellular protein (20 mg) were resolved through a 10 ml 17–50% sucrose gradient (25). The gradients were spun for 210 min at 30 000 rpm and 4°C in a SW40Ti rotor (Beckman Coulter). The fractionation was conducted bottom up while the absorbance profile at 260 nm was recorded. For RNA isolations, the samples were fractionated directly into three volumes of ethanol, and 150 pg of *in vitro* transcribed firefly luciferase mRNA (FFluc) was added to each fraction. No FFluc spike-in mRNA was added to the input samples. For protein analysis, 50 ng of purified GST peptide was added to each fraction as a proxy to survey sample precipitation efficiency. GST-protein purification was conducted as previously described (25).

### RNA handling and bulk poly(A) tail length measurements

The ethanol/gradient mixture of input and gradient material was incubated overnight at −20°C and pelleted in a benchtop centrifuge for 20 min at 16 000 x *g* and 4°C. The pellets were TRIzol (Invitrogen) extracted following the manufacturer's protocols. The resulting RNA was either sequenced by the Dresden Genome Center on an HiSeq2000 (Illumina) platform or reverse transcribed using random hexamer primers and RevertAid Premium reverse transcriptase (Fermentas), according to the manufacturer's protocols. Quantitative PCR (qPCR) was conducted on a Mx3000P qPCR system (Stratagene) using the ABsolute QPCR SYBR Green mix (Thermo) and gene-specific primers (sequences available upon request). All gradient data were normalized to the FFluc spike-in mRNA control. For bulk poly(A) tail measurements, total RNA was isolated from hand-picked adults using the TRIzol method. One microgram of total RNA was used in the 3′ end labeling assay and processed according to the published methods (26), with the only exception that un-incorporated α^32^P-Cordycepin (Perkin Elmer) was removed using Mini Quick Spin Columns (Roche).

### Library preparation and next-generation sequencing (NGS)

mRNA was isolated from 2 ug of total RNA by poly-dT25 enrichment using the NEBNext Poly(A) mRNA Magnetic Isolation Module according to the manufacturer's instructions and eluted in 15 ul 2-times first-strand cDNA synthesis buffer (NEBNext, NEB). After chemical fragmentation for 15 min at 94°C, the sample was directly subjected to the workflow for strand-specific RNA-Seq library preparation (Ultra Directional RNA Library Prep, NEB). After ligation of custom adaptors, unused adapters were depleted by a 1-times XP-bead purification (Beckman Coulter); adaptor-oligo1: 5′-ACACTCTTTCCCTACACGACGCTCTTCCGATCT-3′, adaptor-oligo2: 5′-P-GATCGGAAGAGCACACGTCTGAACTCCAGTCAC-3′. Indexing was done during the following PCR enrichment (15 cycles) using custom amplification primers, carrying the index sequence indicated with ‘NNNNNN’; primer1: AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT, primer2: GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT, primer3: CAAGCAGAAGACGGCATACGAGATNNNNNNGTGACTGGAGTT. After two more 1-times XP-bead purifications, libraries were quantified using the Qubit dsDNA HS Assay Kit (Invitrogen). For Illumina flowcell production, samples were equimolarly pooled and distributed on all lanes used for 75-bp single-read sequencing on Illumina HiSeq 2000.

### Analysis of NGS data

The quality of the NGS data was analyzed using the fastqc software (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). TruSeq adapter were removed using cutadapt (version 1.2.1) (27). The fastq files were mapped to the *C. elegans* genome downloaded from Ensembl (WS220) using the TopHat2 algorithm (version v2.0.10) allowing only unique mapping (28). Using the featureCount algorithm from the SubRead software package (version 1.4.0), the reads were counted from the bam files (tophat2 output) on exon-level based on the gene annotation from Ensembl, resulting in a read count for each gene (29). Using the DESeq package (R 3.0.2, DESeq version 1_14_0), the count data were normalized by the size factor to estimate the effective library size (30). After calculating the gene dispersion across all samples, the comparison of two different conditions resulted in a list of differentially expressed genes. Genes with a normalized read count smaller than 100 were ignored in the final analysis. A pre-filtering step was used to calculate the number of genes showing a high probability of being differentially regulated. In this step, genes with a probability (unadjusted *P*-value) above 0.003 were excluded from the differential expression analysis. Genes with a fold-change higher or equal to two, as well as an adjusted *P*-value of < = 0.05 was then defined as differentially expressed. The *P*-values are being adjusted to the multiple testing hypotheses to reduce the false discovery rate (FDR). For the analysis of the translation efficiency, we needed to correct the analysis for the bias between the non-polysomal (NP) and polysomal (P) fractions. We calculated a correction factor based on the amounts of FFluc spike-in to adjust the NP and P data for each sample.

## RESULTS

### GLD-2, but not GLD-4 activity stabilizes mRNAs

The animal model, *C. elegans*, is a well-established organism to study post-transcriptional gene regulation in germ cells (31). The adult animal is a self-fertile hermaphrodite and its fully developed germline tissue constitutes a large proportion of its biomass, allowing for the detection of germline-specific gene expression changes even in whole animal extracts. GLD-2 and GLD-4 are predominantly but not exclusively expressed in the germ line, and are present at almost all stages during germ cell development (7,8). To assess and compare the influence of the two cytoplasmic poly(A) polymerases on general mRNA abundance, we performed RNAi-knockdown experiments followed by RNA sequencing. The technique of RNAi feeding was used because large quantities of synchronized animals were needed for our experiments, which is difficult to obtain from *gld-2* and *gld-4* homozygote mutants.

We analyzed young adults that were fed with either control RNAi, *gld-2(RNAi)* or *gld-4(RNAi)*. A strong cytoPAP protein knockdown was observed by western blot analysis: less than ∼10% of both GLD-2 (Figure 1C and Supplementary Figure S1A) and GLD-4 (Figure 1D and Supplementary Figure S1A) remained in RNAi-treated animals. In agreement with previous studies, *gld-2(RNAi)*-treated animals were sterile with somewhat less severe germline phenotypes compared to the genetic null mutant *gld-2(q497)* (data not shown) (14). The milder *gld-2(RNAi)* phenotype is considered an advantage for the expression analysis as it presumably reduces indirect effects arising from developmental changes during late oogenesis. In comparison to the strong-loss-of-function mutant *gld-4(ef15)* and consistent with previous observations (8,19), the germline defects of *gld-4(RNAi)* animals were less severe and the animals were fertile. No overt somatic defects were apparent in either cytoPAP RNAi-treated animals.

Next, we measured mRNA levels by isolating total RNA from RNAi-treated animal extracts, followed by mRNA enrichment and non-strand-specific RNA sequencing. 

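For this comparison the deposited counts of 9 input libraries were used, 3 each of control RNAi, gld-2(RNAi) and gld-4(RNAi) animals grown at 20°C and harvested 24 h after mid-L4. The libraries held 12160686 to 17605599 counts in control RNAi (median 15060071), 14349082 to 18132556 in gld-2(RNAi) (median 15670531) and 14915849 to 17751840 in gld-4(RNAi) (median 15270421). The authors aligned reads that map to a single place, counted them per gene and tested each RNAi against the control with DESeq. Here each RNAi was compared with the control by edgeR's quasi-likelihood test with TMM scaling, and an mRNA was called reduced or increased at an adjusted p-value of at most 0.05 and a change of at least 2-fold.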

In *gld-2(RNAi)*, reads could be mapped to 15 620 genes. 

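In the 6 input libraries of control RNAi and gld-2(RNAi), 19767 genes had at least 1 count in any library and 15736 had at least 10.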

In *gld-4(RNAi)*, 11 791 genes could be detected (Supplementary Data S1). Both gene lists were combined, and after removal of low expressing genes, 7649 high confidence genes were used for further analysis (Supplementary Data S1). 

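The 6 input libraries of control RNAi and gld-4(RNAi) held 19294 genes with at least 1 count and 15279 with at least 10. The authors' deposited table of this comparison, which is labelled as filtered, lists 11790 genes.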

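A mean normalized count of at least 100 over the 9 input libraries was reached by 7418 genes, which were used as the expressed genes throughout.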

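The gld-2 mRNA itself fell from 1145 ± 349 normalized counts (mean ± SD, n = 3) in control RNAi to 91.5 ± 42.3 in gld-2(RNAi), a log2 fold change of -3.50 ± 0.39 (± SE; edgeR adjusted p = 0.00081), and was 994 ± 188 in gld-4(RNAi). Of the 7418 expressed mRNAs, 904 were called reduced and 610 increased in gld-2(RNAi). Leaving out 1 library at a time gave 766 to 1008 reduced and 495 to 696 increased mRNAs. The number of genes tested moved these counts most, to 1480 reduced and 1608 increased when every gene with at least 1 count was tested. Scaling to library size alone gave 1231 reduced and 432 increased, so that 74.0% of the calls were reductions against 59.7% with TMM; it also set the median log2 fold change of all expressed mRNAs to -0.16. Among the most strongly lowered mRNAs were dpy-14 (-4.58 ± 1.10, edgeR adjusted p = 0.0137), hil-7 (-4.22 ± 1.08, edgeR adjusted p = 0.0176) and egl-46 (-3.99 ± 0.88, edgeR adjusted p = 0.00979). With 1 library left out, hil-7 changed side of the threshold in 4 of 6 fits, and dpy-14 and egl-46 in 0. The largest increase was that of R09E10.2 (8.85 ± 0.39, edgeR adjusted p = 0.00018), from a mean of 4.55 to 1856 normalized counts. The next ranks, nspa-7 and nspa-6, belong to a family of similar genes. Their values of 6.32 and 6.29 are uncertain because single reads may not tell its members apart.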

When comparing *gld-2(RNAi)* to control RNAi, widespread RNA changes in abundance were observed: 1188 mRNAs were reduced and 522 mRNAs increased upon GLD-2 reduction (Figure 1E). By contrast, overall mRNA abundance changes in *gld-4(RNAi)* were much less frequent and less strong in amplitude: 118 mRNAs were reduced and 22 mRNA are increased (Figure 1F and Supplementary Figure S1B). 

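The gld-4 mRNA fell from 2300 ± 586 to 221 ± 82.7 normalized counts (log2 fold change -3.40 ± 0.33, edgeR adjusted p = 0.009). In gld-4(RNAi), 73 mRNAs were called reduced and 29 increased, and a fit with the replicate number as a block gave 96 and 82. No mRNA was called without control library 2, gld-4(RNAi) library 2 or gld-4(RNAi) library 3, although 1666, 1850 and 1953 mRNAs had an unadjusted p under 0.05 in these 3 fits; the other 3 fits without 1 library gave 45 to 116 reduced and 8 to 38 increased mRNAs. With library size alone as scaling, 122 were reduced and 19 increased (86.5% reductions against 71.6%). The median reduction of the called mRNAs was 2.16-fold in gld-4(RNAi) and 2.65-fold in gld-2(RNAi). Over all expressed mRNAs the SD of the log2 fold changes was 2.35 times larger in gld-2(RNAi) than in gld-4(RNAi). After gld-4, the strongest reductions were those of ZK858.2 (-2.09 ± 0.27, edgeR adjusted p = 0.0105), the gene next to gld-4, F23A7.8 (-1.52 ± 0.15, edgeR adjusted p = 0.009) and hsp-1 (-1.49 ± 0.14, edgeR adjusted p = 0.009).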

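Only gut-2 was reduced in both RNAi conditions, where 8.90 shared mRNAs would be expected by chance among the expressed genes. Across alternatives the shared count was 2 with DESeq2 and 4 with the replicate block; it was 8 without control library 1, 2 without gld-2(RNAi) library 1, and 0 without library 2 or 3 of control or of gld-4(RNAi). Increased mRNAs overlapped more, with 9 shared against 2.39 expected; under the replicate block the shared number was 55 against 7.06. No mRNA was reduced in gld-2(RNAi) and increased in gld-4(RNAi), and 2 changed the other way. Because both comparisons use the same control libraries, their fold changes correlate even without any RNAi effect: 20 simulations of unchanged groups gave correlations of 0.48 to 0.53 (mean 0.50). The measured correlation over all expressed mRNAs was 0.31. When as many mRNAs as were called were taken in order of p, the unchanged groups shared 13 to 23 of the increased mRNAs, and 36 to 53 with the block. The measured data taken in this order shared 2 and, with the block, 8. The 2.39 and 7.06 take no account of the shared controls, so they cannot by themselves show an excess. Of the reduced mRNAs taken in this order, the unchanged groups shared 31 to 48, and 46 to 65 with the block. The measured data shared 3, and 3 with the block. The 8.90 likewise takes no account of the shared controls. Unchanged groups hold no RNAi effect, so their correlations and shared numbers are not those expected of the measured data either. Whether the overlaps of reduced or increased mRNAs depart from expectation stays open. Of the 73 mRNAs reduced in gld-4(RNAi), 32 were lower in gld-2(RNAi), with a median log2 fold change of 0.14.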

The overlaps between the *gld-2(RNAi)* and *gld-4(RNAi)* expression changes were quite small (Figure 1G and Supplementary Figure S1C–E), suggesting that distinct mRNA populations are affected by the reduction of either cytoPAP protein. This view is further supported by a Gene Ontology (GO) annotation analysis of down-regulated mRNAs in *gld-2(RNAi)* and *gld-4(RNAi)* showing that different biological processes are affected (Figure 1H). 

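Spermatogenesis genes, taken as all genes with an msp-, ssp-, spe- or nspd- name together with gsp-3 and gsp-4, were examined as a set. Of the 54 expressed members, 52 were called increased in gld-2(RNAi), and the median log2 fold change was 3.12 (4.01, 2.83 and 2.94 in replicates 1, 2 and 3). Single reads may not tell the near-identical msp genes apart, so their counts are uncertain. The 24 other expressed members had a median of 3.40. The members varied strongly together between replicates (correlation 0.862), and limma's camera test, which allows for this, gave an adjusted p of 0.464, whereas limma's fry rotation test gave an adjusted p of 0.0274 (adjusted over 12 set tests of the input libraries). In gld-4(RNAi) no member was called, with 0 at an adjusted p of at most 0.05 also within the list alone; the medians of replicates 1, 2 and 3 were 2.37, -0.26 and -0.20 (limma camera adjusted p = 0.848, fry adjusted p = 0.667), and without gld-4(RNAi) library 1 the median of the set was -0.51.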

A GO-term analysis of the *gld-2(RNAi)* up-regulated genes yielded as the top-scoring term pseudopodium (GO:0031143) (data not shown), pseudopod formation is the final process of spermatogenesis, suggesting that many of these genes might be increased due to indirect effects.

To focus our analysis on mRNA expression changes in the germ line, we conducted the same analysis on 2243 previously defined germline-enriched genes (32) (Supplementary Data S1). Similar to the entire dataset, germline genes show broad expression changes in *gld-2(RNAi)* with 444 mRNAs down and 283 up-regulated (Supplementary Figure S1F), and only mild changes in *gld-4(RNAi)* with 54 mRNA down and 7 up-regulated (Supplementary Figure S1G). We find that the majority of up-regulated mRNAs in the *gld-2(RNAi)* are functionally connected to spermatogenesis (237 out of 283 genes). This is consistent with *gld-2* null mutant defects (33), and the observed sterility in *gld-2(RNAi)* animals, which is partly due to spermatogenesis arrested germ cells. By contrast, wild-type germ cells complete spermatogenesis in the last larval stage before adulthood to produce fertilization-competent spermatozoa. Therefore, the increase of spermatogenic mRNAs in *gld-2(RNAi)* animals is likely due to later developmental arrests that are secondary to an initial molecular requirement of GLD-2 during earlier stages of spermatogenesis. Alternatively, indirect effects may also arise from GLD-2's function to promote a negative regulator of RNA stability, as documented for hGLD2 (9). Moreover, some down-regulated mRNAs are likely indirect due to changes in female germline development. However, we also noticed that *gld-2*-dependent mRNAs are enriched for previously identified GLD-2-associated mRNAs; of the 538 GLD-2-associated mRNAs, 272 are significantly reduced in our complete dataset (Figure 2A and Supplementary Figure S1H) (14), arguing that they likely represent direct targets of GLD-2 control. Hence, throughout the rest of this work, we will refer to them as GLD-2-stabilized mRNAs. 

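A set of 15 oocyte and eggshell genes fell by a median log2 of 1.16 in gld-2(RNAi) (-1.64, -0.98 and -1.01 in replicates 1 to 3). Of its members, 9 were called reduced, and 12 had an adjusted p of at most 0.05 when adjusted over the list alone, 11 of them lower and 1 higher (perm-2 at 0.46, named after its value was seen); the set test gave limma adjusted p = 0.464 with camera and adjusted p = 0.00981 with fry. Of the 15 members 13 were lower, with oma-2 at -1.98 ± 0.22 (edgeR adjusted p = 0.000791), while oma-1 stayed near the control level (-0.14 ± 0.32, edgeR adjusted p = 0.745). In gld-4(RNAi) the same set was higher, with a median of 0.60, 15 of 15 members above the control and 10 past the list-alone adjustment (limma camera adjusted p = 0.333, fry adjusted p = 0.0163). The muscle and intestine genes, as sets from somatic tissue, had medians of 0.01 and 0.04 in gld-2(RNAi).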

To test whether the decrease in mRNA abundance is due to a bias in the RNA sequencing procedure, we analyzed the mRNA levels of 18 exemplary genes via quantitative RT-PCR (qRT-PCR), using random hexamers for reverse transcription. Most down-regulated mRNAs (12/14) and none of the negative controls (4/4) were significantly reduced in *gld-2*-compromised animals (Figure 2B). Taken together, these data suggest that *gld-2* but not *gld-4* activity is important to maintain or up-regulate the abundance of many mRNAs.

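The 18 genes of Figure 2B were looked up in the input libraries of gld-2(RNAi) and control RNAi. All 14 marked there as reduced were lower at an adjusted p of at most 0.05, and 11 of them also fell by at least 2-fold; him-5 (-0.95), dre-1 (-0.96) and nos-3 (-0.86) changed less. The 4 genes marked as unchanged were 0.48 to 0.83 higher in log2, with edgeR adjusted p-values between 0.00355 and 0.036. With 1 library left out all 4 stayed higher, but rpl-25.2 changed side of the threshold in 4 of 6 fits and glh-1 in 2. For tbg-1 and rpl-11.1 this number was 0. The paper proposes from the many reduced mRNAs in gld-2(RNAi), the few in gld-4(RNAi) and the RT-qPCR of these genes that gld-2 activity, but not that of gld-4, keeps up the abundance of many mRNAs. In the counts used here, the number of reduced mRNAs was larger in gld-2(RNAi) than in gld-4(RNAi) in all settings that were run for both.

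**Figure D1:**
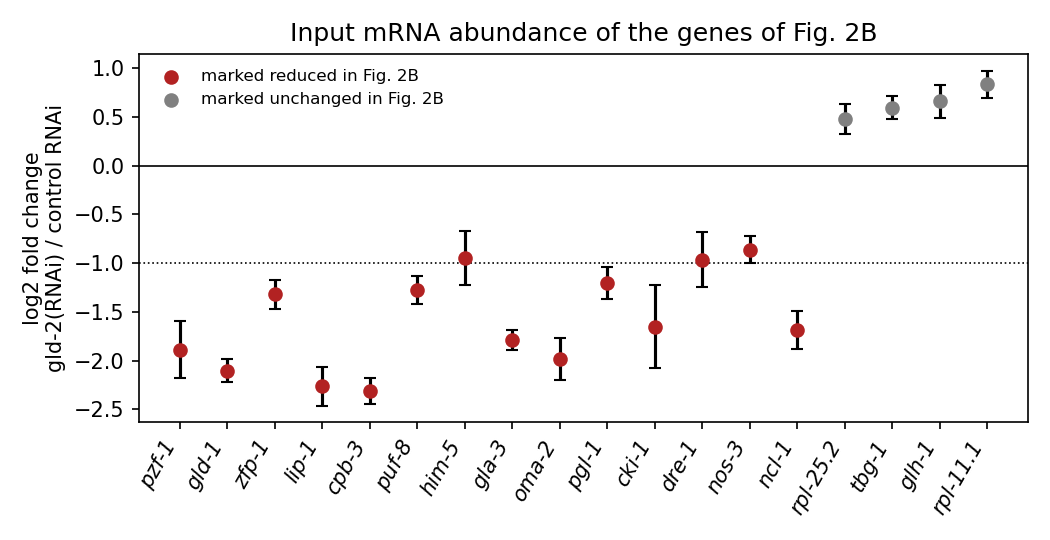
Log2 fold change ± SE of the 18 genes of Figure 2B between gld-2(RNAi) and control RNAi input libraries (n = 3 each). The dotted line marks a 2-fold reduction.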

**Figure 2.**
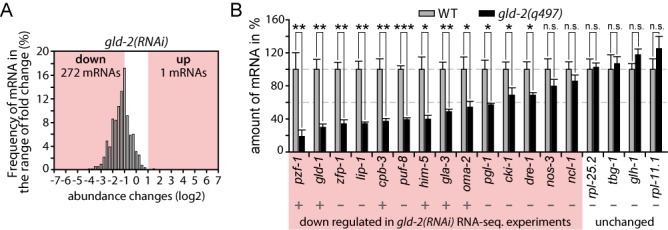
GLD-2-associated mRNAs are less abundant. (**A**) Abundance changes of 538 previously described GLD-2-associated mRNAs (14) in our *gld-2(RNAi)* dataset. (**B**) RT-qPCR measurements of randomly selected down-regulated and unchanged genes, comparing mRNA abundance in *gld-2(q497)* mutants to wild-type. A plus sign indicates previously proposed GLD-2-associated mRNAs (14). Shown is the mean (±SD) of three independent experiments. Significance was calculated with a Student's *t*-test: ***, *P* < 0.001; **, *P* < 0.01; *, *P* < 0.05; n.s., not significant.

### GLD-2 but not GLD-4 promotes strong bulk poly(A) tail elongation

The poly(A) tail status of several developmentally and post-transcriptionally controlled germ cell mRNAs depends on *gld-2* and *gld-4* activity (13–15). To assess whether these findings are also detectable on a global scale, we performed bulk poly(A) tail measurements. To this end, total RNA was isolated from different genotypes or RNAi-treated young adults, radioactively end-labeled with cordycepin, partially digested with RNases A/T1 and the remaining poly(A) sequences were analyzed on sequencing gels (21). Due to the sensitivity of this method, we also included genetic mutations of *gld-2* and *gld-4* to strengthen our analysis.

In the wild-type, bulk poly(A) tails extended on average from ∼20 up to ∼100nt in length (Figure 3A and B, lane 1). As previously described (21), this distribution is shifted toward longer tails in deadenylation-compromised *ccr-4(RNAi)* or *ccf-1(RNAi)* animals (Figure 3A, lane 5 and 6). The opposite effect was observed in *gld-2(q497)* mutants and *gld-2(RNAi)* animals: bulk poly(A) tails were shortened to ∼20–40 nucleotides (nts), and poly(A) tails above ∼40 nts were strongly reduced in abundance (Figure 3A, lane 2 and 3, and 3C). An obvious difference between *gld-2*-compromised animals to wild-type is the absence of embryos (33). To exclude that a lack of embryos may have biased our measurements, we analyzed *fem-3(RNAi)* animals that produce no embryos, due to the lack of sperm (34). However, the overall poly(A) tail profile of feminized animals was comparable to wild-type (Figure 3B, compare lanes 1 and 3, and Supplementary Figure S2C), suggesting that the observed dramatic *gld-2*-dependent poly(A) tail shortening is not a consequence of sterility.

**Figure 3.**
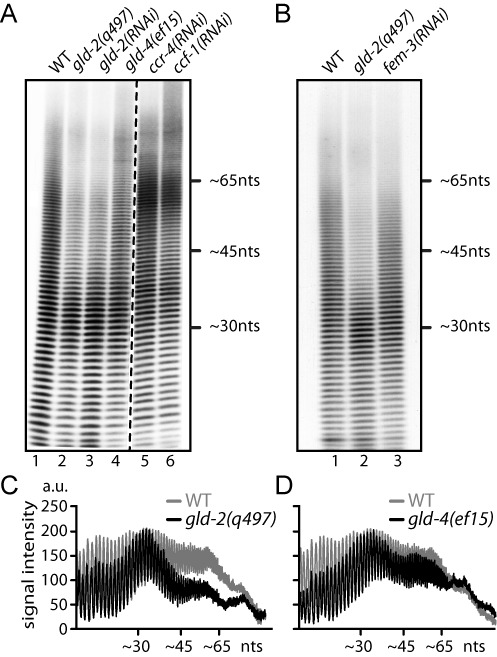
*gld-2* promotes bulk mRNA poly(A) tail extension. (**A** and **B**) Representative gels of at least three independent bulk poly(A) tail measurements. Equal amounts of radioactivity were loaded for each sample. WT, wild-type. (**C** and **D**) Line scans of bulk poly(A) profiles from (A).

In *gld-4(ef15)* mutants and *gld-4(RNAi)* animals, only a mild overall reduction of bulk poly(A) tails was detected (Figure 3A, lane 4, and 3D; data not shown). In comparison to wild-type, the overall *gld-4* poly(A) profile primarily differed in a reduction of lengths below ∼35 nts. Compared to *gld-2*, poly(A) tails beyond ∼40 nts were less severely affected. Last, as GLD-2 and GLD-4 are mainly expressed in germ cells, we assessed the contribution of the germline tissue to bulk poly(A) profiles by comparing wild-type to *glp-1(q224ts)* animals, which at the restrictive temperature do not develop a germ line (35). In germline-less *glp-1(q224ts)* young adults, only a mild reduction of bulk tails was observed compared to wild-type at the non-permissive temperature (Supplementary Figure S2A and B), affirming that our assay in general detects poly(A) changes that primarily originate from the germline tissue. Taken together, our bulk poly(A) measurements reveal that GLD-2 strongly and GLD-4 mildly promote general mRNA polyadenylation in germ cells.

### GLD-2 stabilizes poorly translated mRNAs

An important aspect of translational control is the regulated access of mRNAs to ribosomes. The translational status of mRNAs can be analyzed by polysome profiling. This technique measures the distribution of mRNAs in a sucrose gradient where ribosomes are separated into active and inactive fractions, based on their density and shape (36). We performed this analysis with extracts prepared from synchronized young adults and compared the known translationally regulated *gld-1* mRNA to the presumably unregulated *rpl-25.2* mRNA. The majority of *gld-1* was present in the non-polysomal region, whereas *rpl-25.2* was mainly detected in the polysomal region of the gradient (Figure 4A). This demonstrates that mRNAs subjected to translational control can be clearly separated from unregulated mRNAs.

**Figure 4.**
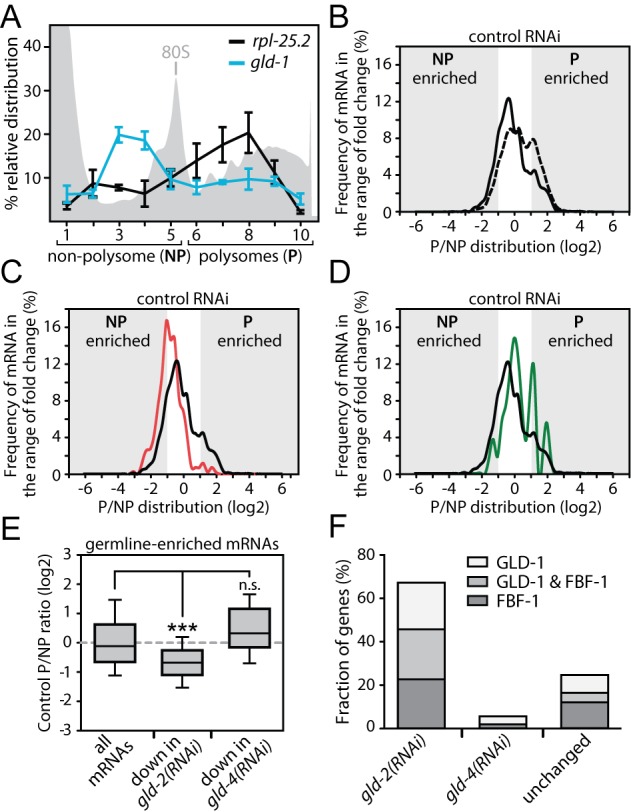
*gld-2* promotes abundance of poorly translated germline mRNAs. (**A**) The relative gradient distribution of *rpl-25.2* and *gld-1* mRNA in animals treated with control RNAi is analyzed by RT-qPCR. Shown is the mean (±SEM) from 10 fractions in three independent experiments. (**B**–**D**) The gradient distribution of different groups of mRNAs was analyzed between polysome (*P*) and non-polysome (*NP*) fractions for control RNAi-treated animals. Shown are (**B**) all detected genes (dotted line–7649 mRNAs), (B, C and D) germline-enriched genes (solid black line–2243 mRNAs), (**C**) germline genes that are less abundant in *gld-2(RNAi)* (solid red line–444 mRNAs) and (**D**) germline genes that are less abundant in *gld-4(RNAi)* (solid green line–54 mRNAs). (**E**) P/NP distribution of the indicated groups of germline mRNAs. Significance was calculated with a Student's *t*-test: ***P < 0.001; n.s., not significant. (**F**) A large percentage of GLD-2-stabilized germline mRNAs are also GLD-1 and FBF-1 targets. The percent overlap between GLD-2-regulated mRNAs and putative GLD-1 and FBF-1 target mRNAs are given. mRNAs that are not decreased in *gld-2(RNAi)* are labeled as unchanged.

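Each gradient gave an NP and a P library, for 3 gradients per RNAi condition. The NP libraries held 13926801 to 16699799 counts in control RNAi (median 14279335), 12920300 to 18099996 in gld-2(RNAi) (median 15121697) and 12897230 to 15185702 in gld-4(RNAi) (median 14379266). The P libraries held 13511707 to 16209864 (median 14667285), 14975009 to 15577688 (median 15190466) and 14963172 to 16175155 (median 15472916) in the same order. The authors corrected NP and P data by the FFluc RNA added to the fractions. The deposited count table has 0 entries named for FFluc, so edgeR's TMM scaling was used here between fractions; it places the bulk of the mRNAs near a P/NP ratio of 1 and cannot show a shift shared by all mRNAs. A P/NP ratio is therefore relative to the other mRNAs of its gradient, and an RNAi effect on it was tested as the interaction of fraction and RNAi in edgeR. The main fit had no term for the gradient, so it ignored the pairing of NP and P libraries. With that pairing, as the replicate block, more mRNAs had an edgeR adjusted p of at most 0.05, whatever their fold change. Their number rose from 489 to 2285 in gld-2(RNAi) and from 3 to 107 in gld-4(RNAi). In the 6 control libraries, 20656 genes had at least 1 count and 16500 at least 10.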

To analyze the translational status of mRNAs at the global level, we performed RNA-sequencing analysis of mRNAs from pooled fractions of the gradient that correspond to non-polysomal (NP) and polysomal (P) regions (Figure 4A) and mapped 15 849 genes in the control RNAi sample. The relative number of NP- to P-enriched genes is indicative of how many mRNAs are translated with low or high efficiency. 

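With TMM scaling, 1078 of the 7418 expressed mRNAs were at least 2-fold enriched in the NP fraction of control RNAi and 1564 in the P fraction. These numbers depend on the scaling between the fractions: with library size alone they were 1936 and 826, the NP share of the enriched mRNAs rising from 40.8% to 70.1% and the median log2 P/NP of all expressed mRNAs changing from 0.05 to -0.31. Asking in addition for an edgeR adjusted p of at most 0.05 left 1067 and 1334. For the 2 mRNAs probed across the gradient in Figure 4A, the log2 P/NP was -1.21 for gld-1 (edgeR adjusted p = 0.00455) and 1.24 for rpl-25.2 (edgeR adjusted p = 0.00405).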

In control RNAi, a comparison of the NP- to the P-dataset for all as detectable defined 7649 mRNAs shows that 537 mRNAs are at least 2-fold enriched in the NP-fraction, and 2406 mRNAs in the P-fraction giving an NP/P ratio of 1:4.5 (Figure 4B and Supplementary Data S1), suggesting that the majority of all mRNAs are well translated. A different distribution is observed for germline-enriched mRNAs: 289 versus 404 mRNAs are enriched in the NP- and P-fraction, respectively, resulting in an NP/P ratio of 1:1.4 (Figure 4B and E). This indicates a shift toward non-polysomal enrichments for germline mRNAs. This trend is even more distinct for GLD-2-stabilized germline mRNAs: 133 versus 13 genes are enriched in the NP- and P-fraction, respectively, resulting in an NP/P ratio of ∼10:1 (Figure 4C and E). By contrast, GLD-4-stabilized germline genes do not show this behavior: six versus six genes are enriched in the NP- and P-fraction, respectively. With an NP/P ratio of 1:1, they follow the trend of all germline genes (Figure 4D and E). This suggests that germline mRNAs are poorly translated in general. Moreover, only GLD-2 but not GLD-4 preferentially stabilizes germline mRNAs that are translated with low efficiency.

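The list of germline-enriched genes was not used here, so the P/NP ratios of all expressed mRNAs called reduced were examined. In control RNAi, the 904 mRNAs reduced in gld-2(RNAi) had a median log2 P/NP of -0.79 against 0.16 for the other expressed mRNAs. This difference of -0.95 was -0.87, -1.04 and -0.90 in the 3 control gradients, and 0 of 10000 random lists matched on expression had a median as low. Of these mRNAs, 347 were at least 2-fold enriched in the NP fraction and 71 in the P fraction. The 73 mRNAs reduced in gld-4(RNAi) had a median of 0.18 against 0.05, at percentile 93.8 of matched random lists, with 3 in the NP and 10 in the P fraction. The 610 mRNAs increased in gld-2(RNAi) lay 0.84 above the others. The paper reasons from the NP-to-P counts of stabilized germline mRNAs that GLD-2, and not GLD-4, preferentially stabilizes poorly translated germline mRNAs. That comparison lies within germline mRNAs, whereas the mRNAs compared here come from all tissues. Control medians were 1.36 for muscle, 1.78 for intestine and 1.78 for spermatogenesis genes, and -0.49 for oocyte and eggshell genes. The random lists were matched on expression only, so the -0.95 cannot be separated from a difference in tissue of origin. Differences between lists do not change when all ratios are scaled by one factor, whereas the 2-fold counts do.

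**Figure D2:**
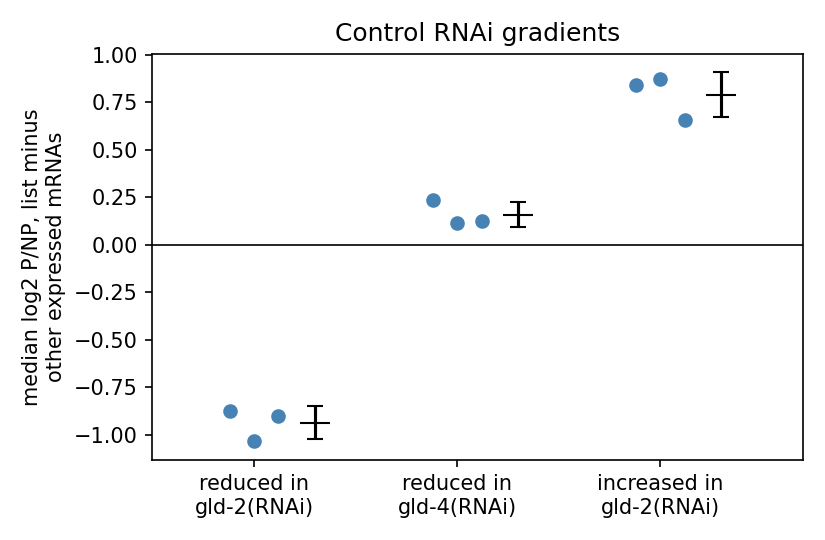
Difference of the median log2 P/NP between each list and the other expressed mRNAs in the 3 control gradients (points), with mean ± SD.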

mRNAs that accumulate in the NP fraction might be targets of translational repression. Hence, we compared the overlap of less abundant germline mRNAs in *gld-2(RNAi)* and *gld-4(RNAi)* to published whole-genome interaction studies of two well-characterized translational repressors in *C. elegans* germ cells, GLD-1 and FBF-1 (37–39). We found that a large number of GLD-2-stabilized mRNAs are also putative GLD-1 and FBF-1 targets (Figure 4F). This is not the case for GLD-4-stabilized or *gld-2*-insensitive mRNAs (Figure 4F), suggesting that GLD-2 but not GLD-4 cytoPAP preferentially sustains the levels of translationally repressed mRNAs.

### GLD-4 promotes general translation efficiency of mRNAs

The poly(A) tail serves to stabilize mRNAs and is implicated in the efficient recruitment of ribosomes (3). To test whether any of the two cytoPAPs has a role in promoting translation, we conducted a gradient analysis of *gld-2(RNAi)* and *gld-4(RNAi)* mRNAs and compared it to control RNAi datasets. 

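At least 1 count was found for 21590 genes in the 6 NP and P libraries of gld-2(RNAi) and for 21168 genes in those of gld-4(RNAi); at least 10 counts were reached by 17090 and 17021 genes.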

We could map reads for 15 907 genes in the *gld-2(RNAi)* sample and 15 899 genes in the *gld-4(RNAi)* sample. We started the analysis with the 7649 genes that were classified as expressed in the input analysis. In *gld-2(RNAi)*, only minor translational changes could be detected: 74 mRNAs were increased in the NP-fraction, and 54 mRNAs in the P-fraction (Figure 5A and C). 

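Relative to all expressed mRNAs, 37 shifted toward the NP and 37 toward the P fraction in gld-2(RNAi). These numbers were not stable: pairing the NP and P libraries of each gradient gave 200 and 52, and a 2-fold change whatever the p gave 247 and 55. DESeq2 gave 33 and 77, and a mean of at least 10 counts gave 12 and 94. With 1 gld-2(RNAi) gradient left out, 4 to 33 mRNAs shifted toward NP and 8 to 87 toward P (4 and 8 without gradient 2, 9 and 8 without gradient 3). Without control gradient 1, 2 or 3 the numbers were 36 and 47, 0 and 0 (1061 mRNAs at an unadjusted p under 0.05), and 5 and 32. Scaling to library size alone gave 24 and 49, which lowered the NP-directed share of the calls from 50.0% to 32.9%. The median log2 change of P/NP was -0.14. Among the strongest shifts toward NP were F18A1.7 (-1.59 ± 0.23, edgeR adjusted p = 0.00832) and W05F2.3 (-1.37 ± 0.16, edgeR adjusted p = 0.0052), and among those toward P prom-1 (1.55 ± 0.24, edgeR adjusted p = 0.00951), F39H2.3 (1.55 ± 0.18, edgeR adjusted p = 0.0052), Y55F3BR.6 (1.54 ± 0.14, edgeR adjusted p = 0.00338) and syp-2 (1.52 ± 0.25, edgeR adjusted p = 0.00998). All 6 were above an edgeR adjusted p of 0.05 without control gradient 2. W05F2.3, F39H2.3 and Y55F3BR.6 stayed within it without any other gradient, while F18A1.7, prom-1 and syp-2 were above it also without gld-2(RNAi) gradient 2 and without gld-2(RNAi) gradient 3. In total F18A1.7 changed side of the threshold in 4 of 6 fits, and prom-1 and syp-2 in 3 each.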

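In gld-4(RNAi), with TMM scaling, 1 mRNA shifted toward the NP fraction, rpn-11 (-1.18 ± 0.14, edgeR adjusted p = 0.0293), and 1 toward the P fraction, ZK1098.4 (1.05 ± 0.14, edgeR adjusted p = 0.0462). An unadjusted p under 0.05 was found for 845 mRNAs. The replicate block gave 7 and 2 mRNAs, DESeq2 7 and 1, and a 2-fold change whatever the p gave 8 and 8. Library size alone gave 0 and 0, with 652 mRNAs at an unadjusted p under 0.05. Without gld-4(RNAi) gradient 1 there were 12 and 2, and without gradient 2 or 3 there were 0, with 628 and 629 mRNAs at an unadjusted p under 0.05. Both were 0 without control gradient 1, 2 or 3, with 805, 490 and 487 mRNAs at an unadjusted p under 0.05. The median log2 change of P/NP was 0.02. Both scalings centre the fractions on their bulk or their totals, so these counts describe changes relative to other mRNAs and leave a shift common to all mRNAs unmeasured.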

Interestingly, in *gld-4(RNAi)* the overall translation status of mRNAs is shifted toward lighter fractions with 901 mRNAs being significantly enriched in the NP-fraction (Figure 5B and C), suggesting that many mRNAs are less well translated. Similar trends were observed in *gld-2(RNAi)* and *gld-4(RNAi)* for the 2243 defined germline-enriched genes (data not shown). A GO-term analysis of less well-translated mRNAs suggests that different groups of mRNAs are affected in *gld-2*- and *gld-4*-compromised animals (Figure 5D). Taken together, this analysis argues for a potentially broader role of GLD-4 in promoting mRNA translation than for GLD-2.

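The paper proposes from its gradient sequencing and the GO terms of less well-translated mRNAs that GLD-4 may promote translation more broadly than GLD-2. With TMM in place of FFluc scaling, the counts used here gave fewer relative shifts in gld-4(RNAi) (1 and 1) than in gld-2(RNAi) (37 and 37), and the ordering held with the replicate block, with DESeq2 and with library size alone; without control gradient 2 there were 0 in either RNAi. This ordering concerns only mRNAs that move against the bulk.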

**Figure 5.**
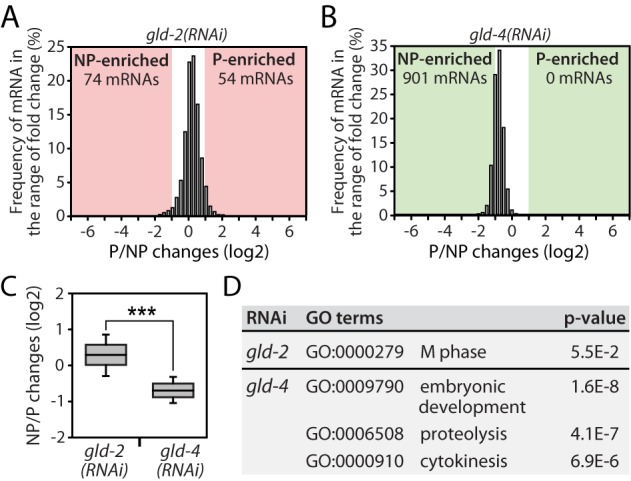
*gld-4* promotes general translation. (**A** and**B**) Translational efficiency changes of all 7649 detectable genes in (A) *gld-2(RNAi)* and (B) *gld-4(RNAi).* (**C**) Statistical analysis of translational efficiency changes. (**D**) GO-term analysis of NP-enriched mRNAs in *gld-2(RNAi)* and *gld-4(RNAi)*. Student's *t*-test: ***, *P* < 0.001.

To investigate whether mRNAs might rely on a potential combined activity of both cytoPAPs, we ask how many mRNAs are less abundant in *gld-2(RNAi)* and at the same time less well translated in *gld-4(RNAi)*. 

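None of the 904 mRNAs reduced in gld-2(RNAi) was among those shifted toward the NP fraction in gld-4(RNAi), with 0.122 expected by chance from the 1 mRNA so shifted. With the replicate block the overlap was 0 of 7 shifted mRNAs, where 0.87 would be expected.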

We found a moderate overlap of 137 mRNAs between these two datasets (Supplementary Figure S3A). A GO-term analysis of these genes revealed an enrichment of genes connected to chromatin organization, the cell cycle and embryonic development (Supplementary Figure S3B), suggesting that a small subset of mRNAs might rely on the combined activity of GLD-2 and GLD-4 for efficient protein expression.

### GLD-4 promotes polysome formation

To further corroborate a potential role for either cytoPAP in the process of translation, we used sucrose gradient centrifugation to separate initiation from post-initiation ribonucleoprotein complexes and assessed a potential co-sedimentation of GLD-2 and GLD-4 with either fraction (Figure 6). To reveal the distribution of specific proteins across the gradient, we probed for cytoplasmic poly(A)-binding protein (PABPC), translation initiation factor 2α (eIF2α), both cytoPAPs and the GLD-4-specific cofactor, GLS-1. PABPC is part of initiation and post-initiation mRNA complexes while bound to the poly(A) tail (40). In *C. elegans*, two genes encode PABPC, *pab-1* and *pab-2* (41,42). eIF2α mediates the association of the initiator tRNA with the small ribosomal subunit and serves as a marker for translation initiation complexes (43). In *C. elegans*, eIF2α is encoded by *Y37E3.10* (23).

**Figure 6.**
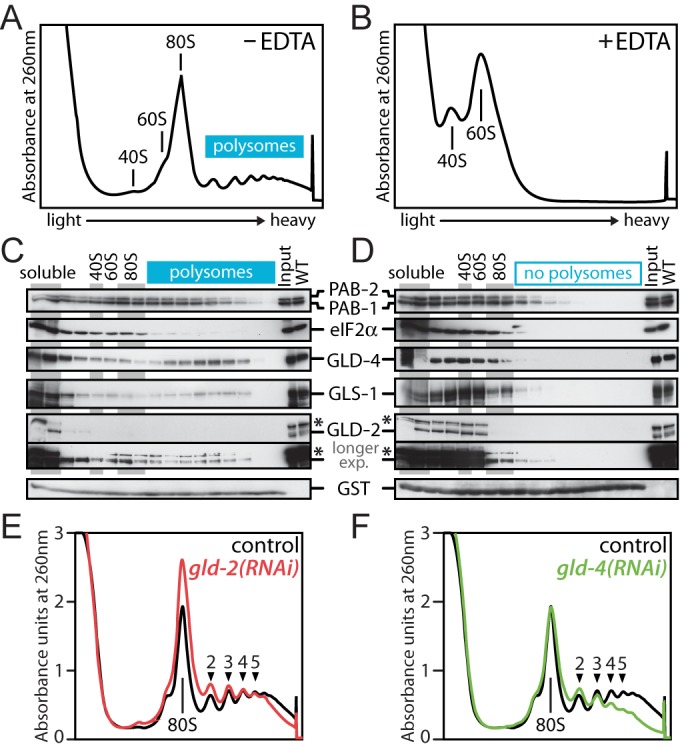
GLD-4 co-sediments with polysomes and promotes polysome formation. (**A** and **B**) Typical absorbance profiles of a wild-type polysome gradient (A) without or (B) with prior EDTA treatment (n = 3). The positions of major ribonucleoprotein complexes are indicated. (**C** and **D**) Western blot analysis of fractionated material from (A) and (B). Equal exposure times for each antibody in (C) and (D); for GLD-2, also a longer exposure of the same blot is shown; asterisk marks an unspecific background band. (**E** and **F**) Representative absorbance profiles from extracts of RNAi-treated animals (n > 4). The numbers indicate the position of polyribosome peaks that are clearly detected in the control RNAi sample.

After gradient centrifugation, proteins from individual fractions of wild-type animals were isolated (Figure 6A). To monitor the efficiency of protein precipitation, we added a purified GST peptide that also served as a loading control. Consistent with PABPC as part of initiation and post-initiation complexes, both *C. elegans* PAB proteins were abundantly detected in light and heavy fractions (Figure 6C). By contrast, eIF2α (Y37E3.10), which is expected to function only during translation initiation, is more abundant in non-polysomal than polysomal regions of the gradient (Figure 6C). The cytoPAP GLD-2 is highly abundant in non-polysomal regions and only a small fraction of the total protein is detected in polysomal regions (Figure 6C). The cytoPAP GLD-4 is also abundantly present in non-polysomal regions but, interestingly, an additional accumulation of the protein is detected in polysomal regions (Figure 6C). A similar observation is made for its cofactor GLS-1 (Figure 6C). Together this suggests that GLD-4 and GLS-1, but less so GLD-2, might associate with post-initiation complexes.

To gain further support that the polysomal migration pattern of GLD-4 and GLS-1 depends on polysome formation, we analyzed protein distribution in EDTA-treated extracts (Figure 6B). Under these conditions ribosomes are disassembled into 40S and 60S subunits, and all signals in the heavy fractions for both PABs, GLD-4 and GLS-1 disappeared (Figure 6B and D). Although EDTA treatment may also affect mRNP assemblies other than polysomes, this result is consistent with a likely association of GLD-4 and GLS-1 with post-initiation complexes.

To test whether the differential enrichment of both cytoPAPs in polysomal fractions has any functional relevance on polysome formation, we compared general ribosome distribution profiles from staged wild-type, control RNAi, *gld-2(RNAi)*, *gld-4(RNAi)*, *gld-4(ef15)* and *gls-1(ef8)* animals. No significant difference was detected by comparing *gld-2(RNAi)* with control RNAi (Figure 6E). However, in *gld-4*-compromised animals, a clear decrease of the polysomal signal was detected (Figure 6F and Supplementary Figure S4A), and this defect was also observed in *gls-1(ef8)* mutants (Supplementary Figure S4B). Taken together, these data suggest that GLD-2 has a minor role in promoting general translation. By contrast, GLD-4 may actively promote general translational efficiency, most likely together with GLS-1.

## DISCUSSION

Cytoplasmic poly(A) polymerases represent an ancient class of nucleotidyltransferases that function as activators of post-transcriptional gene expression. We found that in *C. elegans*, the two cytoPAPs, GLD-2 and GLD-4, stimulate gene expression at the global level through distinct mechanisms. To a large part in germ cells, GLD-2 promotes the abundance of many translationally repressed mRNAs and facilitates bulk polyadenylation, whereas GLD-4 supports polysome formation. Our combined findings suggest that cytoPAPs globally employ diverse mechanisms to promote robust mRNA translation.

### GLD-2 is a bulk mRNA poly(A) polymerase that stabilizes translationally repressed mRNAs

Across species, GLD-2 polyadenylates specific mRNAs that encode genes important for germ cell development and neuronal function (10). Initially restricted to a handful of mRNAs targets (12,13,18,44–46), the list of potential GLD-2 targets was recently expanded by two microarray studies in worms and flies (14,18). As both studies used PAT assays to measure gene-specific poly(A) tail-length changes, global changes in poly(A) lengths remained unclear. Moreover, PCR-based PAT assays notoriously underestimate the true length of poly(A) tails and exact measurements are difficult (15). Therefore, we used a method that allows bulk poly(A) measurements free of any amplification bias (26). Our analysis documented a strongly reduced bulk poly(A) tail profile in *gld-2*-compromised animals. The most prevalent change was associated with primarily germline-derived mRNAs and revealed that GLD-2 is responsible for maintaining bulk poly(A) tail lengths beyond ∼35 nucleotides up to ∼90–100 adenosines. This magnitude of GLD-2 activity and a similar reduction to ∼40 nucleotides was also reported from other organisms. In *Drosophila*, the GLD-2 ortholog Wispy promotes tail extension of many mRNAs during late stages of oogenesis and early stages of embryogenesis (18). This argues that at least in germ cells GLD-2-type enzymes are major contributors to global cytoplasmic poly(A) metabolism.

Consistent with our bulk poly(A) measurements, our study also identifies a large set of GLD-2-stabilized germline mRNAs, and potentially expands a previous list of putative GLD-2 target mRNAs significantly. A previous study reported 538 GLD-2-associated mRNAs (14), of which 272 mRNAs are significantly stabilized in our study, representing an overlap of ∼50%. Yet, when focusing on germline-enriched RNAs (32), the number of GLD-2-associated mRNAs drops to 236 and the number of GLD-2-stabilized mRNAs among these drops further to 56, representing an overlap of ∼24%. However, we found that 444 germline-enriched mRNAs are less abundant in *gld-2(RNAi)*. Extrapolating from these numbers, we assume that the number of direct GLD-2 mRNA targets in the germ line may be much larger. Several possible explanations might account for this difference. First, the previous work was based on RIP-chip analysis (14). Therefore, it is possible that the co-immunoprecipitation procedure was not comprehensive. Furthermore, it is likely that our germline filter is too stringent and potential targets are consequently excluded from our analysis. Finally, although there is a strong positive correlation between GLD-2 expression and GLD-2 target mRNA abundance in our experiments, we cannot exclude that our extended list of GLD-2-regulated mRNAs might also contain mRNAs that are indirectly changing as a consequence of developmental changes, such as late spermatogenesis and oogenesis genes. Nonetheless, we propose that our list of GLD-2-stabilized germline genes is highly enriched for direct targets, which together with the previous data represents a more complete resource for studying GLD-2-regulated mRNAs.

GLD-2-mediated mRNA regulation is important for various aspects of germ cell development. Although not the focus of this study, we noticed that genes functioning early in prophase I are significantly reduced in *gld-2(RNAi)*. So far the only known gene in this category was *gld-1* (13). 

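Of 5 genes with early functions in prophase I, gld-1 (-2.10), him-3 (-1.60), htp-1 (-1.31) and daz-1 (-1.60) were called reduced in gld-2(RNAi) input libraries. In contrast, syp-1 had a log2 fold change of 0.01 (edgeR adjusted p = 0.964), and between -0.17 and 0.14 in all alternatives.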

We suggest that mRNAs, such as *syp-1*, *him-3*, *htp-1* or *daz-1*, might also be GLD-2 targets. On a more global scale, an mRNA stabilizing function late in prophase I was proposed for a GLD-2 sub-complex (14). By analogy, we would like to extend this thought and propose that GLD-2, most likely as part of other sub-complexes, targets also a broad range of mRNAs during early stages of prophase I. This suggests that GLD-2 impacts mRNAs at all stages of germ cell development past meiotic entry.

The regulated balance between translational repression and activation supports germline organization and function across species. GLD-2-type cytoPAPs are broadly expressed during germ cell development and likely activate gene expression (7,45). In the adult *C. elegans* germline tissue, germ cells are organised in a strict spatial and temporal manner of gametogenesis, and several translational repressors promoting germ cell development are stage specifically expressed: the PUF-protein family member FBF-1 in pre-meiotic cells, the STAR protein family member GLD-1 in early meiotic prophase and the TIS11 zinc-finger protein family member OMA-1 in late meiotic prophase (47–49). By comparison, GLD-2 protein expression is much broader: it is low in pre-meiotic cells, steadily increases during early meiotic prophase and is most abundant in late meiotic prophase (7,19). Therefore, our finding that ∼77% of GLD-2-stabilized germline mRNAs are suggested targets of all three translational repressors (38,39,50) (C. Spike and D. Greenstein, personal communication) is intriguing. Given the low translational efficiency of GLD-2 targets, this observation further suggests that GLD-2 activity is primarily important for translationally repressed mRNAs. Hence, GLD-2's broad protein expression across the adult germline tissue paired with the strong mRNA target overlap of the local translational repressors indicates that GLD-2 might polyadenylate mRNAs during almost all stages of germ cell development. This argues for a central role of GLD-2-type cytoPAPs as global positive mRNA regulators that may oppose many translational repressors across species.

Beyond 3′end poly(A) extension to promote mRNA stability, the precise molecular mechanism and timing of GLD-2's enzymatic activity remains speculative. Many translational repressors are known to recruit poly(A) shortening enzymes (deadenylases) as part of their repressive function (51); prime examples are PUF proteins that associate with deadenylases from yeast to human cells (51). As deadenylation can initiate mRNA decay, GLD-2 might counteract this directed poly(A) shortening to promote mRNA stability during repression. In this scenario, a constant battle between deadenylation and polyadenylation could be envisioned, similar to the proposed antagonistic mechanism in *Xenopus* oocytes between the deadenylase PARN and xGld2 (44). Alternatively, GLD-2 activity may stabilize mRNAs after the switch from repression to activation, as short-tailed mRNAs released from repression are most likely prone to mRNA degradation. In either case, directed or globally occurring GLD-2-mediated polyadenylation is expected to protect mRNAs subject to translational control. In general, we suggest that GLD-2 represents a potent counterbalance to deadenylases employed by translational repressors.

Could GLD-2 have a role beyond mRNA stabilization? Long poly(A) tails are also important for translation efficiency (3,52). 

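In gld-2(RNAi), the P/NP ratios of the 904 reduced mRNAs changed by a median log2 of 0.13, against -0.16 for the other expressed mRNAs. The reduced mRNAs thus rose by 0.29 relative to the others (0.24, 0.33 and 0.26 in the 3 gradients), above all 10000 matched random lists. Whatever the p, 54 of them were at least 2-fold lower in P/NP and 32 at least 2-fold higher. With an edgeR adjusted p of at most 0.05 as well, 10 were lower and 20 higher. The same opposite movement was found in the other lists: the mRNAs increased in gld-2(RNAi) fell by 0.42 relative to the others, and in gld-4(RNAi) the mRNAs reduced there rose by 0.33 and those increased there fell by 0.23. The set of oocyte and eggshell genes changed by a median of -0.65. For gld-1 the change was 1.08 (edgeR adjusted p = 0.14). Pairing the NP and P libraries of each gradient with the replicate block brought it past the threshold (edgeR adjusted p = 0.000972).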

Throughout our global analysis, we find no major influence of *C. elegans* GLD-2 on the translatability of target mRNAs. However, the resolution power and the sensitivity of our analysis have to be taken into consideration here. In our genome-wide analysis, we split the gradient samples only into two fractions that allowed us to detect coarse redistributions from the polysomal to the non-polysomal regions, and vice versa. Certainly, we would have missed shifts occurring within the polysomal fractions, which would account for a more graded change of translational efficiencies, reflecting a high or lower translational initiation rate. Moreover, the majority of GLD-2 targets were low in abundance in the polysome region to begin with, arguing that the use of more sensitive techniques, such as higher resolution sucrose gradients paired with ribosome footprinting (36), might reveal a potential role of GLD-2 in stimulating mRNA translation. Hence, it remains possible that the primary effect of *gld-2* loss is translational repression combined with an enhanced secondary stimulation of mRNA degradation that overshadows positive translational regulation effects of GLD-2 function.

### GLD-4 promotes general translation

The non-canonical nucleotidyltransferase GLD-4 is evolutionarily most closely related to members of the conserved TRF4 family (10). In yeast, flies and mammalian cells, TRF4 homologous proteins represent the catalytic subunits of a nuclear RNA surveillance complex that adds short poly(A) tails of ∼10 nts to its RNA substrates (53). Moreover, the mammalian TRF4 paralog, hGld4/PAPD5, localizes to the cytoplasm where it forms a complex with the RNA-binding protein CPEB, promoting polyadenylation-induced translation of the tumor suppressor p53 (9). In *C. elegans*, the TRF4 ortholog GLD-4 predominantly localizes to the cytoplasm where it forms a protein complex with the nematode-specific protein GLS-1 to promote the translation of the germ cell-specific tumor suppressor GLD-1 and the Notch receptor GLP-1 (8,19). Despite these few examples, surprisingly little is known about additional mRNA targets and the global roles of cytoplasmic GLD-4-type nucleotidyltransferase in poly(A) tail metabolism and post-transcriptional mRNA regulation.

Consistent with gene-specific poly(A) tail measurements in *gld-4* mutants (15), we found in our bulk poly(A) tail measurements that many mRNAs in *gld-4*-compromised animals have slightly shorter tails. This observation is in sharp contrast to the strong polyadenylation defects of *gld-2*-deficient animals at the bulk and gene-specific level (15,16). This suggests that GLD-4 seems to have retained the enzymatic properties of the nuclear TRF4 proteins, adding rather short adenosine stretches to its targets. A subcellular relocation of GLD-4-type nucleotidyltransferases coupled to novel interactions with additional cytoplasmic factors might therefore represent alternative ways to regulate gene expression in evolution. It will be interesting to see whether the enzymatic activity of *C. elegans* GLD-4 is similarly weak among other cytoplasmic TRF4-type nucleotidyltransferases reported from other organisms (9). Although we cannot exclude that cytoplasmic GLD-4 promotes strong polyadenylation of specific targets, our bulk poly(A) tail measurements argue that GLD-4 contributes little to overall poly(A) tail metabolism. This suggests that GLD-2 and GLD-4 have different enzymatic activities *in vivo*, promoting strong or weak poly(A) addition, respectively, which may result from potential structural differences in their catalytic domains and distinct protein interactions to additional factors.

The functional consequences of GLD-4-mediated polyadenylation are less clear. Nuclear TRF4-mediated poly(A) addition is a prerequisite for RNA substrate degradation (54). However, in GLD-4-depleted animals, we detect no major changes in mRNA abundance, arguing that tail extension via GLD-4 cytoPAP does most likely not influence mRNA degradation. Instead, our overall data indicate that GLD-4 has a potential role in promoting translation. We find that GLD-4 cytoPAP and its co-factor GLS-1 is associated with putative translating ribosomes, and the loss of either protein leads to a strong reduction in polysome formation. Although it remains to be shown whether GLD-4-mediated mRNA polyadenylation is required for polysome assembly, it is attractive to speculate that GLD-4 could promote translation re-initiation by counteracting the proposed erosion of the poly(A) tail during active translation (55). Certainly, we find it less likely that a reduction of translation factor expression may indirectly affect polysome formation efficiency, as we did not find their mRNAs strongly reduced in *gld-4(RNAi)* animals. 

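Of 32 translation factor genes, defined by their names and including pab-1, pab-2 and Y37E3.10, 31 were expressed. Their median log2 fold change in gld-4(RNAi) was -0.35 (-0.50, -0.26 and -0.25 in replicates 1 to 3), 28 of 31 were below the control, and 1 was called reduced, eif-3.D (-1.03, edgeR adjusted p = 0.009). An adjusted p of at most 0.05 was found for 11 members over all expressed genes and for 14 when adjusted over the list alone. Limma's camera, the test of the set against the other genes, gave an adjusted p of 0.333, and limma's fry, which asks only whether its members changed, an adjusted p of 0.00981; without gld-4(RNAi) library 1 the median was -0.26. In gld-2(RNAi) the same set had a median of 0.35. Of the single factors, pab-1 changed by -0.08 and pab-2 by -0.21, whereas Y37E3.10 changed by -0.29 (edgeR adjusted p = 0.0931; 0.0195 with the replicate block).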

Alternatively, GLD-4 may aid the translation of mRNAs in a poly(A) polymerase-independent manner by a yet to be identified mechanism.

### Different cytoPAP mechanisms may represent a functional basis for robust and distinct gene expression control

The *C. elegans* germ line is a complex tissue that regulates its protein production primarily at the post-transcriptional level. Hence, efficient protein production is achieved via mRNA regulation. In order to satisfy the differential protein expression needs of germ cells during their developmental stages, we propose that a distinct utilization of GLD-2 and GLD-4 mechanisms would make it easy to combine or separate their activities in gene expression regulation. For example, different mRNAs could be more susceptible to one or the other mechanism. Alternatively, the combined GLD-2 and GLD-4 mechanisms might ensure that protein production is highly efficient, promoting the synthesis of large amounts of proteins in a short period of time. Such synergism is evident by the requirement of the two cytoPAPs to maintain high levels of GLD-1 protein in the germ line to ensure meiotic commitment (8). Furthermore, the overlap between *gld-2(RNAi)*-decreased and *gld-4(RNAi)*-less translated genes suggests that the combined activity of both cytoPAPs might be important for a specific set of mRNAs. In order to get a deeper understanding of the relationship between the GLD-2 and GLD-4, more work is needed to reveal their precise mechanisms. In general, we suggest that the diversification of cytoPAP mechanisms represents an additional regulatory asset to all biological systems that utilize post-transcriptional gene regulation.

## ACCESSION NUMBERS

NGS data have been deposited in the GEO database (accession number: GSE58918).

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

SUPPLEMENTARY DATA

# Supplementary material for: The cytoplasmic poly(A) polymerases GLD-2 and GLD-4 promote general gene expression via distinct mechanisms
**Source:** Nucleic Acids Res. 2014 Sep 12;42(18):11622–33. doi: 10.1093/nar/gku838
**Supplement:** SUPPLEMENTARY DATA

The cytoplasmic poly(A) polymerases GLD-2 and GLD-4 promote general gene expression via distinct mechanisms — The cytoplasmic poly(A) polymerases GLD-2 and GLD-4 promote general gene expression via distinct mechanisms — SUPPLEMENTARY DATA 

# The cytoplasmic poly(A) polymerases GLD-2 and GLD-4 promote general gene expression via distinct mechanisms

## SUPPLEMENTARY DATA

**Files in this Data Supplement:**

- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA

# Supplementary material for: The cytoplasmic poly(A) polymerases GLD-2 and GLD-4 promote general gene expression via distinct mechanisms
**Source:** Nucleic Acids Res. 2014 Sep 12;42(18):11622–33. doi: 10.1093/nar/gku838
**Supplement:** SUPPLEMENTARY DATA

# The cytoplasmic poly(A) polymerases GLD-2 and GLD-4 promote general gene expression via distinct mechanisms

Marco Nousch, Assa Yeroslaviz, Bianca Habermann, and Christian R. Eckmann

## Supplemental information

**Figure S1.** Global mRNA abundance changes in *gld-2(RNAi)* and *gld-4(RNAi)*.

**Figure S2.** Detection of bulk poly(A) tail changes in the germ line.

**Figure S3.** Overlap of putative *gld-2*– and *gld-4*–sensitive mRNA targets.

**Figure S4.** *gld-4* and *gls-1* promote polysome formation.

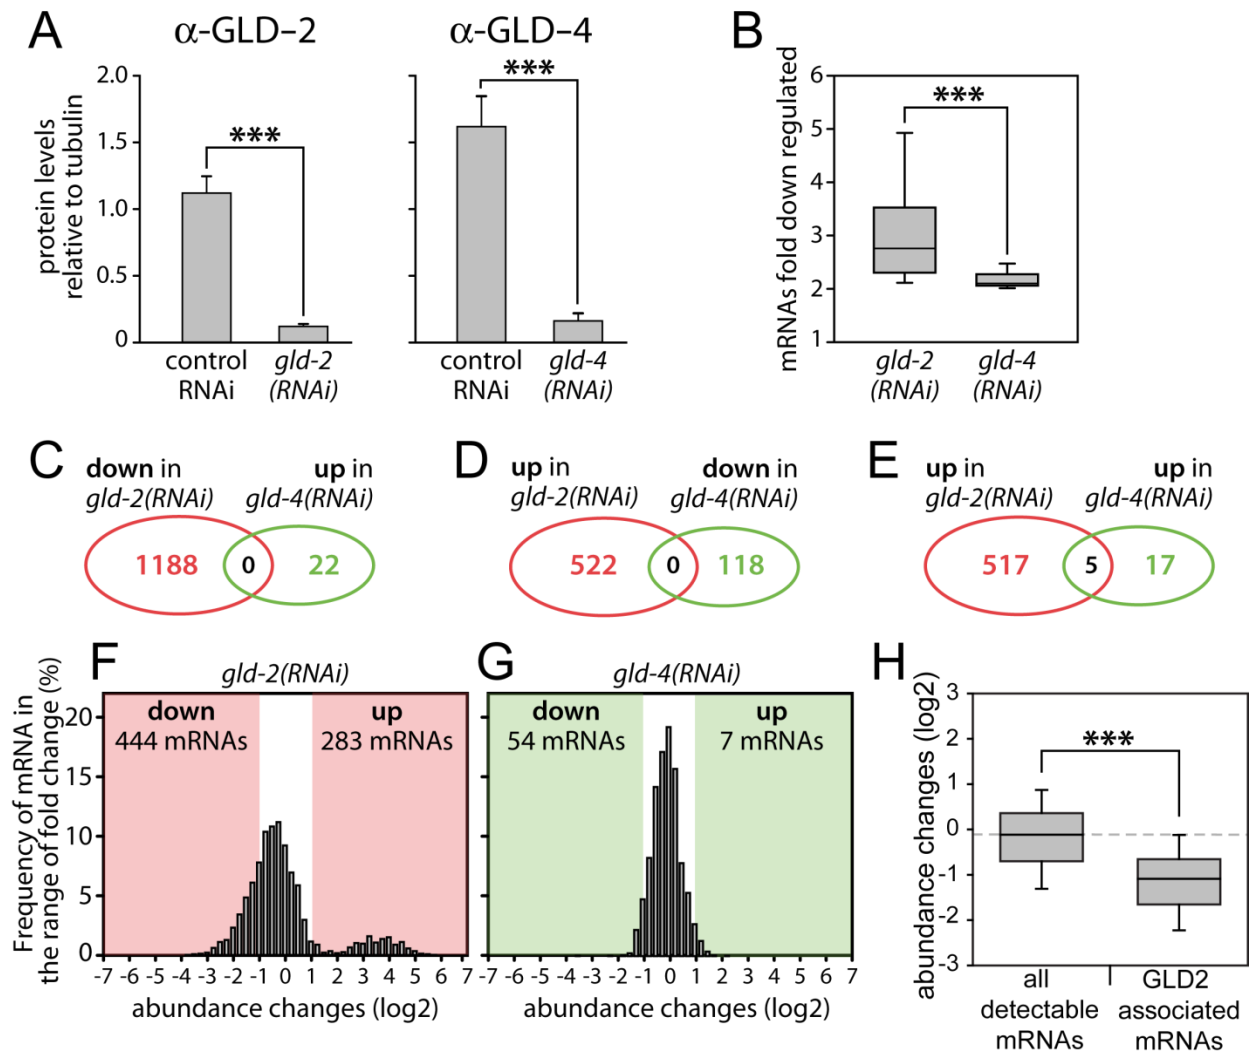

**Figure S1.** Global mRNA abundance changes in *gld-2*(RNAi) and *gld-4*(RNAi). (A, B and H) Student's t-test: \*\*\*,  $p < 0.001$ ; n.s., not significant. (A) Measurements of the RNAi knockdown efficiency as quantified by Western blotting ( $n=3$ ). (B) mRNA abundance changes in *gld-2*(RNAi) and *gld-4*(RNAi) of significantly down regulated mRNAs. Shown is the fold change of 95 percentile of the data. The median is indicated. (C – E) The overlap of mRNAs that significantly change in their abundance in *gld-2*(RNAi) and *gld-4*(RNAi) are shown. (F and G) Abundance changes of germline-enriched mRNAs (32) in (F) *gld-2*(RNAi) or (G) *gld-4*(RNAi). (H) Abundance changes of all detectable mRNAs shown in Fig. 1E and GLD-2 associated mRNAs shown in Fig. 2A. Shown is the log2 of the fold change of 95 percentile of the data sets.

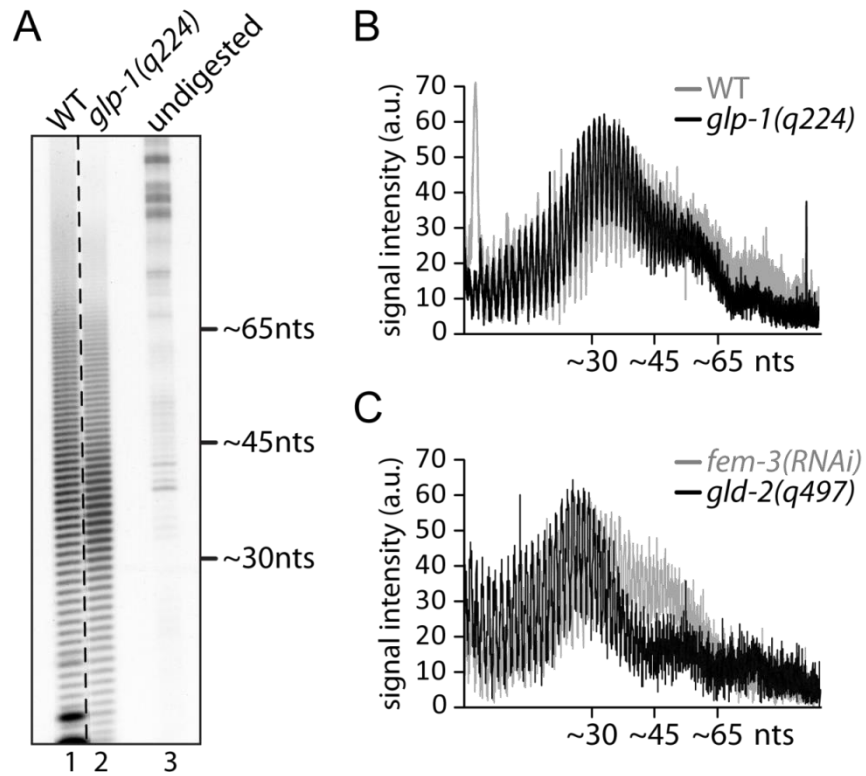

**Figure S2.** Detection of bulk poly(A) tail changes in the germ line. (**A** and **B**) Measurements of wild-type (WT) and germline-less *glp-1(q224ts)* animals grown at 25°C from the L1 to the young adult stage. (**A**) Polyacrylamide gel of bulk poly(A) tails. Lane 3 is a sample of labeled wild-type RNA prior to RNase A/T1 digestion. (**B**) Line scan of lanes 1 and 2 in (A). (**C**) Line scan of signal distribution of *fem-3(RNAi)* and *gld-2(RNAi)* shown in Fig. 2B.

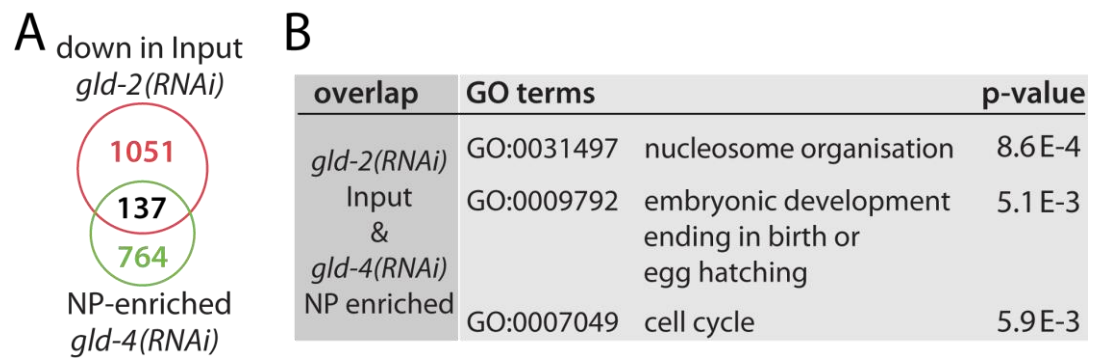

**Figure S3.** Overlap of putative *gld-2*– and *gld-4*–sensitive mRNA targets. **(A)** The overlap between less abundant mRNAs in *gld-2(RNAi)* and mRNAs that shift towards the NP-fraction in *gld-4(RNAi)* is shown. **(B)** GO-term analysis of the overlap shown in (A).

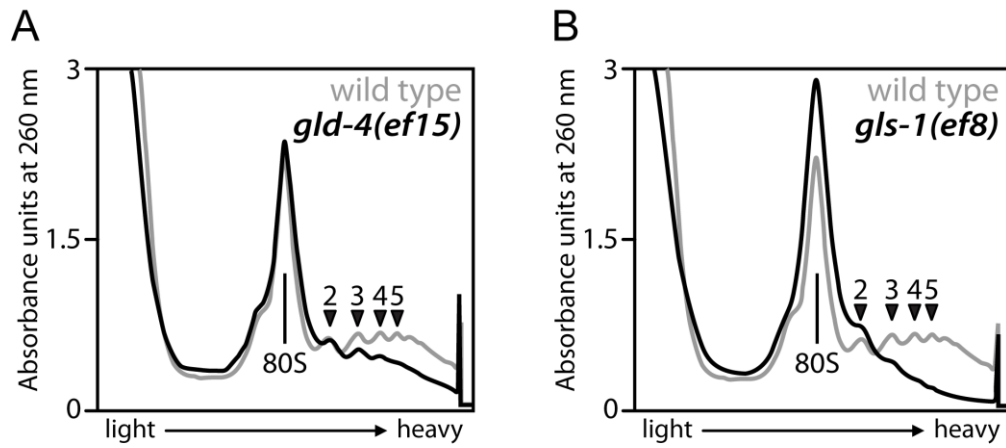

**Figure S4.** *gld-4* and *gls-1* promote polysome formation. **(A)** Absorbance profile of wild-type (WT) and *gld-4(ef15)* mutant animals. **(B)** Absorbance profile of *gls-1(ef8)*. Profiles were recorded from at least two independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

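The deposited counts were made by the authors, who removed adapters, aligned the reads with TopHat2 to the WS220 genome, kept unique alignments and counted reads per gene with featureCounts; the deposited table holds raw counts of 27 libraries and 45461 features, of which 23650 had at least 1 count. The authors' deposited comparison tables hold log2 fold changes, unadjusted and adjusted p-values and mean normalized signal from DESeq. The table of gld-2(RNAi) input lists 1232 genes, all of them reduced (highest log2 fold change -0.97, highest adjusted p 0.09995), and 882 of these pass an adjusted p of 0.05 and a 2-fold change. The tables served only for gene names and for comparison of values, and 72 per-sample columns in them were not used here. FFluc RNA was added by the authors to the gradient fractions but not to the input. The count table has 0 features named for it, so a spike-in scaling was not used here.

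The design follows the paper. There were 3 libraries of each of 3 RNAi conditions (control, gld-2 and gld-4) in input, NP and P. Expressed genes had a mean of at least 100 TMM-normalized counts over the 9 input libraries, which left 7418. Each comparison was fitted over these genes by edgeR's robust quasi-likelihood test on the 6 libraries concerned, with Benjamini-Hochberg adjustment, and calls needed an adjusted p of at most 0.05 and a 2-fold change. NP- and P-enriched mRNAs of control RNAi were counted at a 2-fold fitted ratio whatever the p, as in the paper. Changes of P/NP were tested as the interaction of fraction and RNAi over 12 libraries, without a term for the gradient in the main fit. Alternatives were a replicate block, DESeq2, scaling to library size alone, other expression filters, other thresholds and leaving out 1 library or gradient at a time. For P/NP changes the replicate block had 1 level per gradient. It paired the NP and P libraries of a gradient, but no control gradient with an RNAi gradient.

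Whether replicate numbers pair the libraries was checked by correlating the deviations from the group means of libraries with the same number. Over the comparisons these correlations were 0.497 to 0.905, in every pair above 0.1, so that the numbers of the sample labels were taken to pair the libraries. Libraries with different numbers correlated at up to 0.869, in each comparison highest between numbers 2 and 3, and in 6 of 9 comparisons above the lowest value of the same number. The numbers thus set replicate 1 apart more surely than they pair replicates 2 and 3. Counts of replicates varied more than Poisson counts (chi-square per degree of freedom 9.70 to 215), and their log counts correlated at 0.846 to 0.997.

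Gene sets were tested on voom log counts with limma's camera, with the correlation between genes estimated from the data, and with limma's fry; both are two-sided. Camera tests a set against the other genes, and fry tests only whether its members change. No set test with the replicate block is reported here, so the camera and fry values make no use of the pairing by number. Their p-values were adjusted by Benjamini-Hochberg over the 12 tests of 6 sets in the 2 input comparisons, a step added after the unadjusted values had been seen. Lists of mRNAs were compared with 10000 random lists of the same size matched on expression in 20 strata. The sets of spermatogenesis, oocyte and eggshell, and translation factor genes were written down from gene names before the counts were opened. The sets of muscle, intestine and aminoacyl-tRNA synthetase genes were added later.

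The genes named are those that the paper names for these experiments, and for each comparison up to 5 genes per direction with the largest fold change among those past both thresholds and changed the same way in every replicate; not all of these are printed. The result for 1 gene that the paper names is not reported here. Gene names came from the deposited tables and from RefSeq locus tags. Names or positions in the reference are from a later assembly than that of the counts, so no positions are given. Exon lengths were taken from the reference annotation.

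The steps were tested on simulated data with known changes. For 200 changed genes of 7418, the input comparison recovered 180 with 7 false calls, and the P/NP interaction recovered 153 with 4 false calls. All these changes were set well above 2-fold, and libraries of the same number were simulated as unrelated. Recovery of changes near the 2-fold limit was therefore not measured for these comparisons. Of 2292 genes simulated past a 2-fold P/NP ratio, 1969 were recovered with 452 false ones. Shares of polysomal mRNA set to 0.3, 0.5 and 0.7 were fitted as 0.313, 0.506 and 0.687. Versions were R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.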

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

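The test of the genes next to fog-3 by their highest mean was chosen only after its result was seen, and the fits of P/NP changes without a control gradient only after the other fits were seen.

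A signal in a gene that the paper does not discuss was that of fog-3, singled out after its values were seen. In control input libraries it had 4, 4 and 3 counts, against 119, 146 and 136 in gld-4(RNAi); the means were 3.84 ± 1.10 and 136 ± 17.9 normalized counts (± SD, n = 3), and 30.1 ± 28.2 in gld-2(RNAi). The log2 fold change in gld-4(RNAi) was 5.03 ± 0.41 (± SE, edgeR adjusted p = 0.00314, over all genes with at least 1 count). The same direction was found in NP (135 ± 9.51 against 7.24) and P libraries (78.4 ± 6.01 against 6.92). The gene lies under the expression limit of the other comparisons. More spermatogenic germ cells would raise the other spermatogenesis mRNAs as well. Compared with control of the same number, these were higher in gld-4(RNAi) in replicate 1 alone, and their median was negative in the other replicates. Without gld-4(RNAi) library 1 their median log2 fold change was -0.51, a fit that still includes control library 1. By contrast, fog-3 was high in all 3 gld-4(RNAi) libraries. Transcription or reads running over from a neighbouring gene would raise a neighbour, but the highest mean among the 4 neighbouring genes was 29.5 normalized counts (C03C11.1), below that of fog-3, and none of the 4 was higher at an adjusted p of at most 0.05. The neighbour with the largest fitted rise, F10G8.2, had a log2 fold change of 2.36 ± 1.23 at a mean of 4.51 normalized counts (edgeR adjusted p = 0.593). In gld-2(RNAi) the neighbours C03C11.1 and F10G8.1 reached 164 and 113. A direct or indirect effect of GLD-4 loss on fog-3 stays open and was not tested.

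The NP and P libraries of each RNAi, compared with control within a fraction, are data on which the paper does not report separately. In gld-2(RNAi) 840 mRNAs were reduced and 658 increased in NP, and 644 and 402 in P; leaving out 1 library lowered the increased mRNAs of P to 229 without control library 2 and to 190 without control library 3. Of the 904 mRNAs reduced in gld-2(RNAi) input, 688 were also called reduced in NP and 487 in P, and 903 and 891 were lower; the fold changes correlated with those of input at 0.97 and 0.91. In gld-4(RNAi) there were 42 and 65 in NP, and 18 and 25 in P. The P counts of gld-4(RNAi) were 0 and 0 without control library 1 or gld-4(RNAi) library 2 (1549 and 1251 mRNAs at an unadjusted p under 0.05), 1 and 0 without control library 2, control library 3 or gld-4(RNAi) library 3 (1206, 1109 and 1322 mRNAs at an unadjusted p under 0.05), and 32 and 35 without gld-4(RNAi) library 1. In NP of gld-4(RNAi) the increased mRNAs were 36, 23 and 35 without control library 1, 2 or 3 and 42 without gld-4(RNAi) library 1. Of the 4 comparisons within fractions, each gave its largest number of calls in the true grouping: 1 of 10 splits of the 6 libraries gave as many calls, the true one, and the other 9 gave 0. With 10 splits a share of 0.1 is the smallest possible, so the true grouping and an accidental one cannot be told apart by this count. The other splits that part the same pairs had at most 79 (NP, gld-2), 114 (P, gld-2), 14 (NP, gld-4) and 46 (P, gld-4) mRNAs at an unadjusted p under 0.05, against 4701, 3704, 2967 and 1759 in the true grouping. Splits that keep pairs together follow the replicate numbers, and had at most 292, 580, 572 and 919.

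The effect of gld-2(RNAi) differed between NP and P, tested as an interaction, for 37 mRNAs lower in P relative to NP and 37 higher. Without gld-2(RNAi) gradient 1, 2 or 3 the numbers were 33 and 87, 4 and 8, and 9 and 8. Without control gradient 1, 2 or 3 they were 36 and 47, 0 and 0 (1061 mRNAs at an unadjusted p under 0.05), and 5 and 32, so that the calls depend on control gradient 2. For gld-4(RNAi) they were 1 and 1, and 12 and 2 without gld-4(RNAi) gradient 1; without its gradient 2 or 3 both were 0, with 628 and 629 mRNAs at an unadjusted p under 0.05, as they were without control gradient 1, 2 or 3 (805, 490 and 487). Here too 1 of 10 splits of the gradients gave as many calls, and the others gave 0 with at most 19 (gld-2(RNAi)) and 44 (gld-4(RNAi)) mRNAs at an unadjusted p under 0.05, against 1616 and 845. A preferential loss of the reduced mRNAs as a group from the P fraction would lower their P/NP ratio in gld-2(RNAi). Instead the median of the 904 rose by 0.29 relative to the other mRNAs, in 3 of 3 gradients. This does not exclude such a loss for a part of them: 54 were at least 2-fold lower in P/NP and 32 higher whatever the p, and the oocyte and eggshell genes changed by a median of -0.65. With an edgeR adjusted p of at most 0.05 as well, 10 of the 904 were lower and 20 higher. The rise is not specific to these mRNAs, since the mRNAs reduced in gld-4(RNAi) rose by 0.33 in gld-4(RNAi), and those increased in gld-2(RNAi) fell by 0.42. Its source stays open; a weaker storage outside polysomes and a loss of germ cell stages were not tested.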

How the results depend on the processing

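The alternatives for the comparisons within NP and P, the gene sets and the fitted polysomal share, the overlaps without 1 library, the P/NP changes without a control gradient, and all those for the mRNAs increased in both, were chosen after the data were seen; all other alternatives were chosen before the data were examined. Unless stated, the cause was not tested.

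Of the main results, most values under alternatives kept their direction and side of the threshold or moved little, while 108 moved, 3 were weaker, 2 stronger and 9 reversed, 8 of them the fitted polysomal share of gld-2(RNAi), which lay near the control. Kept under all alternatives were the median differences of control P/NP of both lists of reduced mRNAs (-0.98 to -0.89 for gld-2(RNAi) and 0.11 to 0.15 for gld-4(RNAi) with 1 gradient left out) and the medians of spermatogenesis (2.61 to 3.96) and oocyte genes (-1.27 to -1.01) in gld-2(RNAi) with 1 library left out. The overlap of mRNAs reduced in gld-2(RNAi) and NP-shifted in gld-4(RNAi) was 0 throughout, which carries no information where only 0 or 1 mRNA was NP-shifted. Of the other single-gene results, 789 kept direction and side, 147 were weaker, 3 stronger and 7 reversed.

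Genes tested. With a mean of at least 10 counts, reduced and increased mRNAs in gld-2(RNAi) input were 1453 and 1472 in place of 904 and 610, and 1480 and 1608 with all genes of at least 1 count; more genes were tested. In gld-4(RNAi) input the first limit gave 113 reduced in place of 73, and the second 14 increased in place of 29. For control P/NP it gave 1793 NP- and 2419 P-enriched mRNAs in place of 1078 and 1564. For the P/NP change it gave 12 and 94 in gld-2(RNAi) in place of 37 and 37, and 0 and 0 in gld-4(RNAi) in place of 1 and 1 (699 mRNAs at an unadjusted p under 0.05).

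Scaling. Library size alone gave 122 reduced and 19 increased mRNAs in gld-4(RNAi) input, 7 and 10 in P of gld-4(RNAi) in place of 18 and 25, 1936 NP- and 826 P-enriched in control, 24 NP-shifted in gld-2(RNAi), and 0 and 0 in gld-4(RNAi) (652 at an unadjusted p under 0.05). Within NP, the reductions made up 69.0% of the calls with library size alone against 56.1% with TMM in gld-2(RNAi), and 52.4% against 39.3% in gld-4(RNAi); within P of gld-2(RNAi) they made up 74.3% against 61.6%. The fitted polysomal share as scaling gave 1635 NP- and 1000 P-enriched mRNAs in control, 2 and 11 shifted in gld-2(RNAi), and 0 and 0 in gld-4(RNAi), with 2598 at an unadjusted p under 0.05.

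Model. The replicate block pairs libraries of the same number, and for P/NP changes the NP and P libraries of each gradient. In gld-4(RNAi) it gave 82 increased in input, 166 in NP in place of 65 and 93 in P in place of 25. For P/NP changes it gave 200 NP-shifted mRNAs in gld-2(RNAi), and 7 NP- and 2 P-shifted in gld-4(RNAi). It gave 4 reduced in both, and 55 increased in both in place of 9. Under the block gld-4 in gld-2(RNAi) (-0.52, edgeR adjusted p = 0.0017 in place of 0.172), Y37E3.10 in gld-4(RNAi) and the P/NP change of gld-1 passed the threshold of the adjusted p, as did other named genes in comparisons that the text does not report. DESeq2 gave 116 increased in NP and 78 in P of gld-4(RNAi), 77 P-shifted in gld-2(RNAi), 7 NP-shifted in gld-4(RNAi) and 2 reduced in both. A 2-fold change whatever the p gave 247 NP-shifted in gld-2(RNAi) and 8 and 8 in gld-4(RNAi).

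Leaving out 1 library or gradient. The ranges were 0 to 116 reduced and 0 to 38 increased in gld-4(RNAi) input (0 without control 2, gld-4(RNAi) 2 or gld-4(RNAi) 3, with 1666, 1850 and 1953 at an unadjusted p under 0.05); 23 to 81 increased in NP of gld-4(RNAi) (lowest without control 2); 190 to 473 increased in P of gld-2(RNAi) (lowest without control 3); 0 to 32 reduced and 0 to 35 increased in P of gld-4(RNAi) (1549 at an unadjusted p under 0.05 without control 1); 0 to 36 NP- and 0 to 87 P-shifted in gld-2(RNAi) (33, 4 and 9 NP- and 87, 8 and 8 P-shifted without gld-2(RNAi) gradient 1, 2 and 3, and 36, 0 and 5 NP- and 47, 0 and 32 P-shifted without control gradient 1, 2 and 3, with 1061 at an unadjusted p under 0.05 without control gradient 2); 0 to 12 NP- and 0 to 2 P-shifted in gld-4(RNAi) (highest without gld-4(RNAi) gradient 1; 0 without its gradient 2, with 628 at an unadjusted p under 0.05, and without control gradient 1, 2 or 3, with 805, 490 and 487); 0 to 8 reduced in both; and 0 to 14 increased in both (0 without control 2, gld-4(RNAi) 2 or gld-4(RNAi) 3, and 14 without gld-4(RNAi) 1). With fewer libraries the tests have less power, but no calls without control 2 and 116 reductions without control 1 show that the library mattered as well. The gld-4 mRNA in gld-4(RNAi) ranged from -3.64 to -3.14, with an edgeR adjusted p of 0.0758, 0.0565 and 0.0517 without control 2, gld-4(RNAi) 2 and gld-4(RNAi) 3. The translation factor genes in gld-4(RNAi) ranged from -0.42 to -0.26 (nearest 0 without gld-4(RNAi) 1, where unadjusted camera passed 0.05), the synthetase genes from -0.40 to -0.32 (unadjusted camera passed 0.05 without control 3), and the spermatogenesis genes in gld-4(RNAi) from -0.51 to 1.79, negative only without gld-4(RNAi) 1. The log2 fold change of syp-1 in gld-2(RNAi) ranged from -0.12 to 0.14, and that of oma-1 from -0.46 to 0.12, positive only without gld-2(RNAi) 1.

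Around 0, syp-1 was 0.01, and -0.17 with library size alone, -0.13 with a mean of at least 10 counts, -0.14 with all genes of at least 1 count and -0.0412 with all 9 input libraries in one fit. The fitted polysomal share of gld-4(RNAi) minus control was -0.169, and -0.339 and -0.363 over P-enriched genes with weighted and unweighted fits; fits of log2 profiles gave -0.235 over genes not called in either input comparison, -0.227 over NP-enriched and -0.299 over P-enriched genes. For gld-2(RNAi) the difference was -0.00857, and -0.145 and -0.232 over P-enriched genes with weighted and unweighted fits and -0.0909 with the unweighted fit over genes not called in either input comparison; it was positive in 8 of the 18 fits, at 0.0335 and 0.0309 (weighted) and 0.0254 and 0.0305 (unweighted) over genes below the median expression and NP-enriched genes, and with log2 profiles at 0.0207 over all expressed genes, 0.0532 below the median expression, 0.00843 over NP-enriched and 0.0445 over P-enriched genes.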

Differences from the paper's values

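Of the settings in this part, the fitted polysomal share, the overlaps without 1 library and the replicate block for mRNAs increased in both were chosen only after the values were seen.

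The paper detects fewer genes in gld-4(RNAi) than in gld-2(RNAi) input by a wide margin. Here the 6 libraries of each comparison held 19294 and 19767 genes with at least 1 count and 15279 and 15736 with at least 10. The authors' deposited table of the gld-4(RNAi) comparison lists 11790. Their tables are labelled as filtered, with a different filter setting for gld-2(RNAi) and gld-4(RNAi) input. The counts here had no such filter, so the numbers are not alike in measure. How far the filters explain the paper's margin was not tested. No alternative was set for these counts before the data were examined.

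Reduced mRNAs in gld-4(RNAi) input were 118 in the paper and 73 here. The limit used in this part is a tolerance for the size of a difference: against 118, a value of 80 counted as within it and 73 as outside. A value within the limit is therefore not equal to that of the paper. Of the alternatives set before the data were examined, the difference was within the limit with the replicate block (96), DESeq2 (88), library size alone (122), a mean of at least 10 counts (113), all genes with at least 1 count (105), all 9 input libraries (86), an adjusted p of at most 0.10 (80), without control library 1 (116) and without gld-4(RNAi) library 1 (81). It was not with an unadjusted p of at most 0.003 (68), without control library 3 (45), and without control library 2, gld-4(RNAi) library 2 or gld-4(RNAi) library 3 (0 each, with 1666, 1850 and 1953 mRNAs at an unadjusted p under 0.05).

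The paper shows about 2 mRNAs reduced in both RNAi conditions in Fig. 1G, read by eye, and here there was 1. Of the alternatives set before the data were examined, DESeq2 gave 2; the replicate block (4) and an unadjusted p of at most 0.003 (1) did not reach the value. Without gld-2(RNAi) library 1, a setting chosen after the values were seen, there were 2. For mRNAs increased in both, the paper shows about 5 in Fig. S1E, read by eye, against 9 here; no alternative was set for this overlap before the data were examined, and the replicate block gave 55, which did not close the gap. For mRNAs increased in gld-2(RNAi) and reduced in gld-4(RNAi), the paper shows about 0 in Fig. S1D, read by eye, against 2 here; no alternative was run for this overlap.

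The paper counts 537 NP-enriched mRNAs in control RNAi, against 1078 here. None of the alternatives set before the data were examined closed the gap: the replicate block gave 1088, library size alone 1936, DESeq2 1061, a mean of at least 10 counts 1793, the added adjusted p 1067, and leaving out 1 library 1064 to 1188. For P-enriched mRNAs the paper has 2406, against 1564 here. A mean of at least 10 counts gave 2419, within the limit, while the replicate block (1554), library size alone (826), DESeq2 (1595), the added adjusted p (1334) and leaving out 1 library (1371 to 1597) did not close the gap.

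For gld-2(RNAi), the paper gives 74 mRNAs shifted toward NP, against 37 here. None of the alternatives set before the data were examined fell within the limit: the replicate block gave 200, library size alone 24, DESeq2 33, a mean of at least 10 counts 12, a 2-fold change whatever the p 247, and leaving out gld-2(RNAi) gradient 1, 2 or 3 gave 33, 4 and 9.

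For gld-4(RNAi), the paper gives 901 mRNAs shifted toward NP, against 1 here. None of the alternatives set before the data were examined closed the gap: the replicate block and DESeq2 gave 7 each, a 2-fold change whatever the p 8, without gld-4(RNAi) gradient 1 there were 12, and library size alone, a mean of at least 10 counts and leaving out its gradient 2 or 3 gave 0, with 652, 699, 628 and 629 mRNAs at an unadjusted p under 0.05. The fitted polysomal share, a scaling chosen after the values were seen, gave 0 calls with 2598 mRNAs at an unadjusted p under 0.05, and 2415 mRNAs at least 2-fold lower whatever the p. For shifts toward P, the paper shows about 0 in Fig. 5B, read by eye, against 1 here (845 mRNAs at an unadjusted p under 0.05 in both directions); library size alone, a mean of at least 10 counts and leaving out gradient 2 or 3 gave 0, while the replicate block (2), DESeq2 (1), leaving out gradient 1 (2) and a 2-fold change whatever the p (8) did not reach it.

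The median log2 P/NP change is about 0.3 in gld-2(RNAi) and about -0.7 in gld-4(RNAi) in Fig. 5C of the paper, read by eye from an axis labelled NP/P and taken as P/NP because the histograms of Fig. 5A and 5B shift the same way, against -0.14 and 0.0167 here. With the alternatives set before the data were examined (replicate block, library size alone, DESeq2, a mean of at least 10 counts, and 1 gradient of that RNAi left out) the medians lay between -0.14 and -0.01 in gld-2(RNAi) and between -0.01 and 0.12 in gld-4(RNAi), and none closed the gap. The fitted polysomal share, chosen after the values were seen, gave -0.19 and -0.86.

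The overlap of mRNAs reduced in gld-2(RNAi) and shifted toward NP in gld-4(RNAi) was 137 in the paper and 0 here, and 0 with library size alone (where 0 mRNAs were NP-shifted) and with a 2-fold change whatever the p (8 NP-shifted), so that none of these alternatives set before the data were examined closed the gap.

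The paper notes that genes acting early in prophase I are reduced in gld-2(RNAi) and names syp-1 among possible GLD-2 targets, without a value for it; here its log2 fold change was 0.01 (edgeR adjusted p = 0.964), with -0.17 as the lowest value among the alternatives. The paper marks 14 genes of Fig. 2B as reduced in its sequencing, of which him-5 (-0.95), dre-1 (-0.96) and nos-3 (-0.86) were lower by less than 2-fold here. The 4 genes that the paper marks as unchanged were 0.48 to 0.83 higher.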

Other observations

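The tests of rRNA reads and of embryo mRNAs, that of the fitted shares by pairs, and those of the synthetase genes with 1 library left out and in gld-2(RNAi), were chosen only after the result was seen.

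If the input profile of a gradient is taken as a single mixture of its NP and P profiles, the share of mRNA in P can be fitted without a spike-in. A single mixture would give about the same share whatever the genes used. Over 18 ways of fitting, however, the mean ranged from 0.239 to 0.677 in control RNAi and from 0.0322 to 0.46 in gld-4(RNAi). In gld-4(RNAi) the input lay little closer to the mixture (SD 0.451, 0.608 and 0.595) than to NP alone (0.503, 0.649 and 0.633). The fitted shares were 0.466, 0.545 and 0.544 in control RNAi (mean 0.518 ± 0.045 SD), 0.536, 0.482 and 0.512 in gld-2(RNAi), and 0.247, 0.371 and 0.431 in gld-4(RNAi) (0.350 ± 0.094). The difference for gld-4(RNAi) was -0.169, and -0.219, -0.174 and -0.113 in gradients 1, 2 and 3 paired by number (SD 0.053). The exact permutation p was 0.1 unpaired, the smallest that 3 against 3 can give, and 0.25 by sign changes of the pairs, the smallest that 3 pairs can give (both two-sided). For gld-2(RNAi) the exact permutation p was 0.8 unpaired and 1 by pairs. The share of gld-4(RNAi) was lower in all 3 gradients in 18 of 18 ways of fitting. That of gld-2(RNAi) was so in 1 of 18, the weighted fit over P-enriched genes, where its difference was -0.145; over the same genes it was -0.232 with the unweighted fit and 0.0445 with log2 profiles. As a log2 ratio of P to NP, gld-4(RNAi) lay at -1.03 relative to control, and gld-2(RNAi) at -0.05. The few relative P/NP changes in gld-4(RNAi) are thus consistent with a fall of the polysomal share that scaling to library totals removes. Distorted P libraries of gld-4(RNAi) could give the same result. With P rebuilt from the NP profile and the control ratio, the shares were 0.254, 0.355 and 0.415 (mean 0.341), no nearer to control; with NP rebuilt from P, they were 0.310, 0.557 and 0.533, so 2 of 3 returned to the control level. The same rebuilding within control gave 0.399 to 0.600 for P and 0.494 to 0.584 for NP. In gld-2(RNAi), whose own shares lay near control, it gave 0.478, 0.388 and 0.485 for P and 0.611, 0.682 and 0.631 for NP. A rise after NP is rebuilt is thus not specific to gld-4(RNAi). A true fall and an altered fraction profile cannot be told apart with these values, because the fit relies on both profiles of each gradient.

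Replicate 1 differed from replicates 2 and 3 in mRNAs such as dpy-14. It had 301, 3272 and 3236 normalized counts in control libraries 1, 2 and 3, 8.47, 2545 and 2437 in gld-4(RNAi), and 10.1, 115 and 138 in gld-2(RNAi). In gld-4(RNAi), 101 expressed mRNAs were at least 4-fold lower in library 1 than in libraries 2 and 3, and 26 and 38 of them were so in control and gld-2(RNAi). Of these 101, 74 were called reduced in gld-2(RNAi) input, with a median log2 fold change of -2.28 over the 101. A candidate explanation is fewer embryos, in replicate 1 and in the sterile gld-2(RNAi) animals, and it may apply to these 74. As a cause of most reductions it was tested by asking whether mRNAs called reduced between replicates 2 and 3 (1026) were still lower in replicate 1 of gld-2(RNAi) than in replicate 1 of gld-4(RNAi), where both have few dpy-14 counts. The 945 outside the 101 had a median log2 ratio of -1.58 there, against -0.08 for the other mRNAs, and 690 were at least 2-fold lower. For all 1026 the median was -1.52. These values argue against a lack of embryos rich in mRNAs such as dpy-14 as the cause of most reductions. The test rests on 1 library of each RNAi. The paper describes gld-4(RNAi) animals as fertile, so replicate 1 may hold embryos low in these mRNAs. A lack of such embryos in gld-2(RNAi), or a change in oocytes, stays open. Without the 101 mRNAs the difference of control P/NP between reduced and other mRNAs was -1.01.

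The grouping of the libraries was compared with the other ways to divide them. For gld-2(RNAi) input, gld-4(RNAi) input and control P/NP, 1 of 10 splits, the true one, gave as many mRNAs (1514, 102 and 2642). The other splits gave 0 calls in input, with at most 570 and 966 mRNAs at an unadjusted p under 0.05, against 3966 and 2345 in the true grouping. For control P/NP, splits that part the pairs gave 100 to 118 mRNAs past 2-fold and the others 81 to 477. The smallest possible share is 0.1, so chance and the true grouping cannot be told apart by this count alone. The P/NP changes in either RNAi were likewise largest in 1 of 10 splits.

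For the higher spermatogenesis mRNAs in gld-2(RNAi), a lower share of oocytes and eggs would raise the mRNAs of every other tissue. The median log2 fold change was 0.00897 for muscle and 0.04 for intestine genes, against 3.12 for the spermatogenesis genes, which argues against it. Reads that do not tell msp genes apart would leave the other members unchanged, but these had a median of 3.40. In gld-4(RNAi) the medians of muscle and intestine genes were -0.34 and 0.23. More or longer-lasting spermatogenic cells in gld-2(RNAi), as the paper proposes, stay open and were not tested.

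The lower control P/NP of the mRNAs reduced in gld-2(RNAi) could reflect gene length. After regression on exon length and expression the difference was -0.83 in place of -0.95, so length accounts for a small part of it at most. For the reductions themselves, removing the length trend left 805 of the 904 at least 2-fold lower and added 94 others. Loss of short-tailed mRNAs in the oligo(dT) selection could also lower counts without a loss of mRNA. A larger share of rRNA reads in gld-2(RNAi) than in the control of the same number was found in 5 of 9 libraries (3 of 3 input, 1 of 3 NP and 1 of 3 P), but in gld-4(RNAi), where few mRNAs were reduced, the same numbers were found (5 of 9, with 3 of 3 input, 1 of 3 NP and 1 of 3 P). Every library went through the same selection, so a true fall and a loss in selection cannot be told apart in these data. The paper addressed such a bias for chosen genes by RT-qPCR with random hexamers. There most of the reduced mRNAs were significantly lower in gld-2 mutants, and the control mRNAs were not. The gene next to gld-2, ZC308.4, was also lower in gld-2(RNAi) (-3.28), as was K04F10.7, the next one (-1.85); ZK858.2 next to gld-4 was lower in gld-4(RNAi) (-2.17 over all genes with at least 1 count). Whether these are effects of the RNAi on neighbouring transcripts was not tested.

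Aminoacyl-tRNA synthetase mRNAs were lower in gld-4(RNAi) input: the median of 32 expressed genes was -0.31 (-0.37, -0.30 and -0.31 in replicates 1 to 3), 29 were below control, 3 were called reduced, and 14 passed an adjusted p of 0.05 over the list alone (limma camera adjusted p = 0.333, fry adjusted p = 0.00981). No single library gave this: the median nearest 0 with 1 library left out was -0.32. A high value of the set in the control libraries would make it low in both RNAi comparisons, but in gld-2(RNAi) it was 0.60 (limma camera adjusted p = 0.333, fry adjusted p = 0.00981). Removing the length trend left -0.30. The fold changes hardly followed length (Spearman correlation -0.00185), so there was little trend to remove and length was tested only weakly. The other tests argue against the other sources named. A coordinated fall of translation-related mRNAs in gld-4(RNAi) may be a hypothesis for further study. The set was chosen on the same data, and camera, reported here without the replicate block, did not pass 0.05.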
